# MAPK Signaling Determines Anxiety in the Juvenile Mouse Brain but Depression-Like Behavior in Adults

**DOI:** 10.1371/journal.pone.0035035

**Published:** 2012-04-18

**Authors:** Benedikt Wefers, Christiane Hitz, Sabine M. Hölter, Dietrich Trümbach, Jens Hansen, Peter Weber, Benno Pütz, Jan M. Deussing, Martin Hrabé de Angelis, Till Roenneberg, Fang Zheng, Christian Alzheimer, Alcino Silva, Wolfgang Wurst, Ralf Kühn

## Abstract

MAP kinase signaling has been implicated in brain development, long-term memory, and the response to antidepressants. Inducible *Braf* knockout mice, which exhibit protein depletion in principle forebrain neurons, enabled us to unravel a new role of neuronal MAPK signaling for emotional behavior. *Braf* mice that were induced during adulthood showed normal anxiety but increased depression-like behavior, in accordance with pharmacological findings. In contrast, the inducible or constitutive inactivation of *Braf* in the juvenile brain leads to normal depression-like behavior but decreased anxiety in adults. In juvenile, constitutive mutants we found no alteration of GABAergic neurotransmission but reduced neuronal arborization in the dentate gyrus. Analysis of gene expression in the hippocampus revealed nine downregulated MAPK target genes that represent candidates to cause the mutant phenotype.

Our results reveal the differential function of MAPK signaling in juvenile and adult life phases and emphasize the early postnatal period as critical for the determination of anxiety in adults. Moreover, these results validate inducible gene inactivation as a new valuable approach, allowing it to discriminate between gene function in the adult and the developing postnatal brain.

## Introduction

The extracellular signal-regulated kinase/mitogen-activated protein kinase (ERK/MAPK) signaling pathway is a linear kinase cascade with a well-understood biochemistry. Cell surface receptors activate the small GTPase RAS, which itself activates Raf kinases. RAF phosphorylates and activates MEK1 and MEK2 that in turn phosphorylate and activate ERK1 and ERK2 kinases. Finally, activated ERKs either translocate into the nucleus to phosphorylate transcription factors, or directly regulate cytoplasmic substrates. ERK/MAPK signaling is known as a key player in basic cellular processes like growth, differentiation, survival, and apoptosis. Among the three mammalian Raf isoforms, B-RAF is the strongest MEK-ERK activator expressed in neuronal tissues and testis [1] and was shown to be a protooncogene [2]. Furthermore, other members of the ERK/MAPK signaling pathway cause the developmental RAS/MAPK or neuro-cardio-facial-cutaneous (NCFC) syndromes [3], [4].

In the nervous system, the ERK/MAPK signaling pathway is known to participate in long-term potentiation, synaptogenesis, and dendritic differentiation. The global inactivation of B-RAF causes a shutdown of MEK1/2 kinases as exclusive substrates and the resulting depletion of ERK/MAPK signaling leads to embryonic lethality [5]. However, conditional, brain-specific *Braf* knockout mice allow to investigate the role of ERK/MAPK signaling in the nervous system. Thereby it was shown, that *Braf* is essential for long-term potentiation, learning and memory, and synaptic plasticity [6]–[8]. Moreover, ERK/MAPK signaling was linked to neuronal differentiation, axonal growth [9], oligodendrocyte maturation [10], and is associated with autism [11] and the development of depression [12].

In matters of emotional behavior, the acute pharmacological inhibition of the ERK/MAPK signaling using the MEK inhibitor PD184161 leads to depression-like behavior in mice [13]. In addition, activation of ERK/MAPK signaling was found upon treatment with different mood stabilizers like lithium [14], [15] and valproic acid [15], [16]. However, currently little is known about the involved downstream targets of the ERK/MAPK signaling in the brain and about the intracellular cascades and interactions involved in the regulation of anxiety and depression.

To decipher the role of ERK/MAPK signaling for emotional behavior, we studied conditional mouse mutants in which the *Braf* gene becomes inactivated in principle forebrain neurons upon induction in the juvenile or adult brain and compared them to mutants that undergo constitutive inactivation of *Braf* in the juvenile brain. We found that the inactivation of *Braf* in the juvenile or adult brain differentially affects their depression-like behavior or anxiety as adults. Mutants that undergo constitutive inactivation of *Braf* in the juvenile brain were further characterized for alterations of GABAergic neurotransmission, the dendritic complexity of hippocampal neurons, and the global gene expression profile in the hippocampus to identify key targets of neuronal ERK/MAPK signaling. These results reveal a differential function of ERK/MAPK signaling in juvenile and adult life phases and emphasize the early postnatal period as critical for the determination of anxiety in adults.

## Methods

### Animals and treatments

To generate conditional mutants, Braf^flox^ mice (initially derived from R1 ES cells of the 129X1/SvJ×129S1/Sv (“129/Sv") F1 hybrid background) [6] were obtained on a mixed “129/Sv" and FVB genetic background and backcrossed to C57BL/6J mice (obtained from Charles River Germany) for three generations. Braf^icko^ mice were generated by breeding of Braf^flox^ mice with transgenic CamkIIa-CreER^T2^ mice (initially derived on the FVB background) [17], that were backcrossed to C57BL/6J mice for 9 generations. Braf^cko^ mice were generated by breeding of Braf^flox^ mice with transgenic CamkIIa-Cre mice (initially derived on a (CBA/J×C57BL/6J)-F2 background; [18] and R. Kühn, unpublished results) that were backcrossed to C57BL/6J mice for more than 20 generations.

To obtain experimental cohorts, males homozygous for the Braf^flox^ allele were mated with females that were heterozygous for the Braf^flox^ allele and heterozygous for the CamkIIa-Cre or CamkIIa-CreER^T2^ transgene. Littermates homozygous for the Braf^flox^ allele without Cre transgene were used as controls, whereas littermates homozygous for the Braf^flox^ allele and heterozygous for the Cre transgene were used as mutants. This breeding scheme resulted into experimental groups of Braf^cko^ mice with a mean genetic contribution of 93.7% derived from C57BL/6J, of 6.2% from FVB, and of 0.1% from “129/Sv". The experimental groups of Braf^icko^ mice exhibited a similar genetic background derived to 93.4% from C57BL/6J, to 6.5% from FVB, and to 0.1% from “129/Sv". In experiments with Braf^icko^ mice, both mutants and controls were treated with tamoxifen to account for potential non-specific effects of the inducing compound.

Using this breeding scheme, the “flanking allele problem" [19], [20] was avoided for the Braf^flox^ allele, but could not be excluded for the chromosome harboring the heterozygous Cre transgene. To account for a potential phenotypic effect of the CamkII-Cre transgene and its flanking alleles, we compared the behavior of 29 transgenic and 29 non-transgenic CamkII-Cre littermates in the modified holeboard (see Method S2), elevated-plus-maze (EPM), forced swim test (FST), and the accelerating rotarod (see Method S2). This analysis showed that CamkII-Cre transgenic littermates did not exhibit significant differences for the EPM time in open arms, the FST immobility time, the performance on the rotarod, and other parameters (Figure S3). With respect to the CamkIIa-CreER^T2^ transgene we can presently not exclude a potential phenotypic effect of alleles flanking the heterozygous transgene. However, the mutants that were induced at the age of 3–4 weeks or 8–9 weeks exhibit the same genetic background.

Controls and knockouts were group-housed with food and water *ad libitum* in individually ventilated cages under standard laboratory conditions as previously described [21]. Animals were separated based on sex, but not genotype. Induction of Cre in Braf^icko^ mice was achieved by 10 i.p. injections of 40 mg/kg b. wt. tamoxifen (free base, Sigma; solved in 9∶1 sunflower seed oil/ethanol) during five consecutive days. Behavioral testing started at the earliest two weeks after tamoxifen treatment.

### Immunohistochemistry

Mice were euthanised and intracardially perfused with saline, followed by 4% paraformaldehyde in PBS. Brains were prepared, postfixed for 2 h in 4% PFA, and cryoprotected with 25% sucrose in PBS. 40 µm thick, free-floating cryo sections were cut on a microtom and stored in a cryoprotectant. For immunohistochemistry, sections were washed in PBS, bleached with 0.3% H_2_O_2_ in 1∶1 PBS/methanol for 15 min, and blocked with 5% FCS in PBS-T (0.2% Triton-X in PBS) for 30 min at RT. For detection of phosphorylated proteins, TBS was used instead of PBS in all steps. Sections were incubated with rabbit α-BRAF (H-145, 1∶100, Santa Cruz Biotechnology, Heidelberg, Germany) or α-Phospho-p44/42 MAPK (#9101, 1∶50, Cell Signaling Technology, Frankfurt, Germany), respectively, overnight at 4°C, washed with PBS, and incubated with biotin-conjugated α-rabbit antibody (1∶300, Dianova, Hamburg, Germany) for 2 h at RT. For detection, the Vectastain ABC kit (Vector Laboratories, Peterborough, UK) was used and the sections were then mounted, dehydrated, and covered with a resinous mounting medium.

### Western blot analysis

Fresh brain samples were homogenized in RIPA buffer (50 mM Tris-HCl pH 7.4, 1% NP-40, 0.25% sodium deoxycholate, 150 mM NaCl, 1 mM EDTA, protease inhibitor) and protein concentrations were determined by the BCA assay prior to loading on 10% Bis-tris acrylamid gels. After electrophoresis, the proteins were transferred onto PVDF membranes. Next, membranes were blocked with 4% skim milk in TBS-T, incubated with the primary antibodies, washed with TBS-T, and incubated with horseradish-peroxidase-conjugated secondary antibodies (goat α-rabbit, 1∶5 000, Dianova; goat α-mouse, 1∶1 000, Dianova). Signals were visualized with an enhanced chemiluminescence assay (ECL Plus, Amersham, Freiburg, Germany) and quantified with a fluorescence image analyzer. Primary antibodies used were: rabbit α-BRAF, C-19, 1∶600, Santa Cruz Biotechnology; rabbit α-pERK1/2, #9101, 1∶1 000, Cell Signaling Technology; rabbit α-ERK1/2, #9102, 1∶1 000, Cell Signaling Technology; mouse α-βACTIN, AC-15, 1∶100 000, Abcam, Cambridge, UK.

### Behavioral testing

For Braf^icko/juvenile^ behavioral analysis, 26–29 controls and 16–17 mutants were tested in the elevated plus maze and the forced swim test (in this order). For Braf^icko/adult^ behavioral analysis, 29 controls and 29–31 mutants were tested in the elevated plus maze and the forced swim test (in this order). The minimal inter-test interval in all experiments was 6 days. For Braf^cko^ behavioral analysis, 27–29 controls and 22–26 mutants were tested in a first experiment in the light/dark box and the tail suspension test at the age of 16–17 and 24–25 weeks, respectively. A second batch of Braf^cko^ mice, consisting of 24–26 controls and 24–28 mutants, was tested in the elevated plus maze and the forced swim test at the age of 22–23 and 28–29 weeks, respectively. Comparable numbers of male and female animals were used in all experiments.

#### Elevated plus maze

The test arena was made of light grey PVC and consisted of two open arms (30×5×0.3 cm) and two closed arms of the same size with 15 cm walls. The open arms and accordingly the closed arms were facing each other connected via a central square (5×5 cm). The apparatus was elevated 75 cm above the floor by a pole fixed underneath the central square. The illumination level was set at approximately 100 lux in the centre of the maze. For testing, each mouse was placed at the end of a closed arm (distal to the centre) facing the wall and was allowed to explore the maze for 5 min. A camera was mounted above the centre of the maze to video monitor each trial by a trained observer in an adjacent room. The number of entries into each type of arm (placement of all four paws into an arm defining an entry), latency to enter the open arms as well as the time spent in the open and closed arms were recorded by the observer with a hand-held computer. Data were analyzed by using the Observer 4.1 Software (Noldus). After each trial, the test arena was cleaned carefully with a disinfectant.

#### Light/dark box

The test box was made of PVC and divided into two compartments, connected by a small tunnel (4×6×9 cm high). The lit compartment (29×19×24 cm high) was made of white PVC and was illuminated by cold light with an intensity of 650 lux in the middle; the dark compartment (14×19×24 cm high) was made of black PVC and not directly illuminated (approx. 20 lux in the centre). The mouse was placed in the centre of the black compartment and allowed to explore freely the apparatus for 5 min. Behaviors were observed by a trained observer next to the box using a hand-held computer. Data were analyzed with respect to (1) the number of entries, latency to first entry, and time spent in both compartments, and the tunnel; (2) the number of rearings in both compartments and the tunnel. Additionally, grooming behavior was recorded. An entry into a compartment was defined as placement of all four paws into the compartment. Additionally, a camera was mounted above the centre of the test arena to videotape the trial, and the animal's locomotor path in the lit compartment was analyzed with a video-tracking system (Ethovision 2.3, Noldus). The box was cleaned with a disinfectant before each trial.

#### Forced swim test

The forced swimming test was adapted from Ebner *et al.* [22]. The forced swimming apparatus consisted of a cylindrical 10 L glass tank (24.5 cm in diameter) filled to a depth of 20 cm with water (25±1°C). A trained observer recorded the animals behavior in moderate lighting conditions (approx. 30 lux) for 6 min with a hand-held computer scoring the following behaviors: (1) struggling, defined as movements during which the forelimbs broke the water's surface; (2) swimming, defined as movement of the animal induced by movements of the fore and hind limbs without breaking the water surface, and (3) floating, defined as the behavior during which the animal used limb movement just to keep its balance without any movement of the trunk. Data were analyzed by using the Observer 4.1 Software (Noldus). After each trial, the mouse tested was dried with a tissue and put in a new cage, and the water was renewed before testing the next animal.

#### Tail suspension test

For the tail suspension test, each mouse was hung by the base of its tail, fixed with a tape, for 6 min. A trained observer recorded with a hand-held computer the animal's behavior scoring activity and immobility. Data were analyzed by using the Observer 4.1 Software (Noldus).

### Ethics Statement

Experiments on animals were carried out in accordance with the European Community Council Directive of 24 November 1987 (86/609/EEC). All animal experiments were approved by the animal welfare and use committee of the local governmental body (Regierung von Oberbayern, approval numbers 2531-47/03 and -70/07).

### Voluntary wheel running activity

All mice were kept in a 1/23 h light/dark cycle in order to synchronize the circadian activity while preventing the resting phase activity to be affected by light stimuli. 10 control and 10 Braf^cko^ mutant mice (4 females and 6 males each) were housed individually during the experiment in a separate, sound and light insulated room and had access to food and water *ad libitum*. Activity was measured with a Low Profile Wireless Running Wheel (Med Associates Inc., St. Albans, VT, USA) for 17 days and the data was analyzed with the CHRONO software [23].

### Slice electrophysiology

Using standard procedures, transverse hippocampal slices (350 µm thick) were prepared from the brain of male adult Braf^cko^ mice, which were deeply anesthetized with halothane prior to decapitation. The slices were initially maintained in a high-sucrose solution containing (in mM) 75 sucrose, 87 NaCl, 3 KCl, 0.5 CaCl_2_, 7 MgCl_2_, 1.25 NaH_2_PO_4_, 25 NaHCO_3_ and 10 D-glucose. The solution was ice-cold for cutting and warmed to 35°C for 20 minutes immediately after that. The slices were then incubated in modified artificial cerebrospinal fluid (ACSF) containing (in mM) 125 NaCl, 3 KCl, 1 CaCl_2_, 3 MgCl_2_, 1.25 NaH_2_PO_4_, 25 NaHCO_3_ and 10 D-glucose at room temperature (21–24°C) for at least 2 hours before being transferred into the recording chamber individually. Recordings were performed at room temperature in normal ACSF containing (in mM) 125 NaCl, 3 KCl, 2 CaCl_2_, 2 MgCl_2_, 1.25 NaH_2_PO_4_, 25 NaHCO_3_ and 10 D-glucose (pH 7.4), which was exchanged by means of a gravity-driven perfusion system (flow rate 2–3 mL/min). All solutions were constantly gassed with 95% O_2_/5% CO_2_. CA1 pyramidal cells were visualized with a contrast-enhanced CCD camera (Hamamatsu Photonics, Herrsching, Germany). Electrophysiological signals were filtered at 1 kHz (for field potentials) or 2 kHz (for whole-cell currents) and sampled at 10 kHz using a Multiclamp 700B amplifier in conjunction with Digidata 1440A interface and pClamp 10 software (all from Molecular Devices, Sunnyvale, CA, USA). CA1 pyramidal cell population spike (PS) was induced by constant current pulses (pulse width 0.1 ms, every 10 s) delivered to a bipolar tungsten electrode located in CA1 stratum radiatum. The extracellular recording pipette in pyramidal cell layer was filled with modified ACSF, in which bicarbonate was replaced with Hepes to avoid pH change. For whole-cell recording of the evoked inhibitory postsynaptic currents (IPSC) in CA1 pyramidal cells, patch pipettes were filled with solution containing (in mM) 130 CsCl, 3 MgCl_2_, 5 EGTA, 5 Hepes, 2 Na_2_-ATP, 0.3 Na-GTP and 5 QX-314 (pH 7.25). The electrode resistance ranged from 2.5 to 4 MΩ when filled with internal solution. Series resistance in whole-cell configuration was about 10–25 MΩ, which was compensated by 60–80%. Constant current pulses (pulse width 0.1 ms) of 50–200 µA were delivered every 30 s to the concentric bipolar electrode located close to the pyramidal cell layer. IPSCs were recorded at −70 mV, after correcting for liquid junction potentials. GABA_A_ receptor-mediated IPSCs were pharmacologically isolated by perfusing the slices with ionotropic glutamate receptor antagonist kynurenic acid (2 mM). All the drugs were obtained from Sigma. Data were analyzed off-line with Clampfit (Molecular Devices). The PS amplitude was calculated as the averaged value from negative peak to two positive peaks. For evoked IPSCs, we determined peak amplitude, time width at half peak amplitude (T_1/2_) and area above the curve. Spontaneous IPSCs were analyzed using an automated event detection algorithm with an amplitude threshold set as 4 * σ_noise_. The frequency was measured for spontaneous IPSCs.

### Gene expression analysis

Five male Braf^cko^ and six male homozygous Braf^flox^ littermates were killed with CO_2_, the complete hippocampal tissue was prepared, and total RNA was extracted with the Trizol protocol. The integrity and quality of the RNA samples were analyzed with an RNA electrophoresis chip (RNA 6000 Nano Kit, Agilent, Boeblingen, Germany). RNA samples of high integrity and quality (RIN≥7.5) were further processed with the TotalPrep RNA Amplification Kit (Ambion, Austin, TX, USA) and hybridized onto MouseWG-6 v1.1 Expression BeadChips (Illumina, San Diego, CA, USA) following manufacturer's instructions. Data were analyzed using the software R [24] (used packages: beadarray, limma, and vsn). Our microarray data is MIAME compliant and the raw data has been deposited in the NCBI's Gene Expression Omnibus (GEO) database (GEO accession number: GSE33618). For validation of the microarray results, the expression of 22 genes was analyzed by qPCR either with predesigned TaqMan assays (Applied Biosystems, Darmstadt, Germany) or with selfdesigned primer pairs for SYBR Green Assays (Applied Biosystems).

### Neuronal morphology

Two female Braf^cko^ and two female control mice were sacrificed with CO_2_ and brains were prepared and stored in PBS. Golgi impregnation was performed with the FD Rapid GolgiStain Kit (FD NeuroTechnologies, Ellicott City, MD, USA) according to the manufacturer's protocol. Briefly, whole brain hemispheres were impregnated for 14 days at RT in solution A+B, cleared for 3 days in solution C, and then cut with a cryostat in 140 µm coronal slices and mounted onto glass slides. After staining with solution D+E, the slides were dehydrated and covered with a resinous mounting medium. All incubation steps were performed in a dark room. Dendritic morphology was analyzed by manual tracing using the Neurolucida software (MBF Bioscience, Williston, VT, USA). Only granular neurons of the dentate gyrus with a non-truncated dendritic tree and a thorough staining were used for tracing (controls: 138 neurons, mutants: 72 neurons). For analysis of dendritic length and Sholl analysis, the Neuroexplorer software (MBF Bioscience) was used.

### Statistical analysis

All data are reported as the means ± S.E.M. unless otherwise stated. Statistical comparisons were performed by Student's t-test or by analysis of variance (ANOVA) with the SPSS software (SPSS Inc., Chicago, IL, USA). The accepted level of significance was *P*<0.05. For statistical analysis of behavioral data, we performed first a two-way ANOVA with sex as independent variable to check for sex×genotype interactions. Since no interactions were found, data from male and female mice were pooled and Student's t-tests or one-way ANOVAs were performed on the pooled samples. For the sake of clarity, only pooled data are presented in the figures and reported in the results section.

As observations of neuronal morphology were made in cells with several cells from each of 2 wildtypes and 2 mutants, linear mixed-effects models with animal as random effect variable were applied to perform group comparisons and calculate confidence intervals. For all calculations, the R software [24] with the nlme package [25] was used.

## Results

### Generation of inducible *Braf* knockout (Braf^icko^) mice

The characterization of ERK/MAPK function specifically in the juvenile or the adult brain requires a timed control of gene inactivation. For this purpose, and since the complete loss of *Braf* leads to embryonic lethality [5], we used a tamoxifen-inducible CamkIIa-CreER^T2^ mouse line that exhibits inducible Cre activity in principal neurons of the cortex, hippocampus, medial striatum, and hypothalamus [17]. By crossing CamkIIa-CreER^T2^ with Braf^flox^ mice [6], we generated inducible conditional *Braf* knockout (“Braf^icko^") mice, in which the inactivation of *Braf* is restricted to neurons that express Cre recombinase and delete exon 14 of the Braf^flox^ allele (Figure S1A). As both, control and mutant Braf^icko^ mice are homozygous for the loxP flanked *Braf* allele, these groups do not differ with respect to alleles flanking the targeted locus [19], [26]. Using a Cre reporter strain, we confirmed the reported recombination pattern of CamkIIa-CreER^T2^ mice [17] and further found that recombination can be induced in the brain of juvenile (3-weeks-old), adolescent (6-weeks-old), and adult mice (14-weeks-old) at equal efficiency (Figure S1B).

### Emotional behavior of adult and juvenile Braf^icko^ mice

Adult or juvenile Braf^flox/flox;CreERT2^ and Braf^flox/flox^ mice were both treated for 5 days with tamoxifen and classified as Braf^icko^ mutants and treated controls, respectively. Braf^icko^ mice were first induced at 8.5 weeks (“Braf^icko/adult^ mutants and controls") to test for ERK/MAPK function specifically in the adult forebrain, excluding postnatal developmental effects (Figure 1A). Four weeks after the completion of induction Braf^icko/adult^ mice were analyzed for anxiety-related and depression-like behavior in the elevated plus maze (EPM) and the forced swim test (FST) respectively, followed by the confirmation of BRAF depletion in brain sections (Figure 1E). Interestingly, in the FST the Braf^icko/adult^ mutants showed significantly increased passive behavior (Figure 1G; *t* [_58_] = 3.943; *P*<0.001) whereas in the EPM no differences compared to controls were found (Figure 1F). These results indicate an increase of depression-like behavior and normal anxiety-like behavior in Braf^icko/adult^ mutants. Next, Braf^icko^ mice were induced early postnatal at 3 weeks of age (“Braf^icko/juvenile^ mutants and controls") to cause juvenile inactivation of ERK/MAPK signaling in forebrain neurons (Figure 1A). At the age of 8 weeks Braf^icko/juvenile^ mice were analyzed for anxiety-related and depression-like behavior in the EPM and FST. Upon completion of the phenotype analysis, the depletion of the BRAF protein in forebrain regions of Braf^icko/juvenile^ mutants was confirmed by immunohistochemistry (Figure 1B). Braf^icko/juvenile^ mutants spent significantly more time in the open arms of the EPM (Figure 1C; *t* [_40_] = 3.513; *P*<0.01), whereas no difference in the passive behavior in the FST was observed (Figure 1D). These results indicate a normal depression-like behavior but decreased anxiety of adults upon *Braf* depletion in the juvenile brain. Taken together, these results suggest a differential role of ERK/MAPK signaling for emotional behavior in the juvenile *versus* the adult brain. In agreement with previous results from pharmacological intervention, the inhibition of ERK/MAPK signaling in the adult brain causes increased depression-like behavior. In contrast, the early deficiency of ERK/MAPK activity in the postnatal brain between 4 and 8 weeks leads to strongly decreased anxiety, but unaltered depression-like behavior of adults. Therefore, neuronal ERK/MAPK signaling is essential to establish normal anxiety- or depression-like behavior, in dependence on the timing of gene inactivation. Since in the juvenile brain, neuronal ERK/MAPK signaling is a critical component to establish normal anxiety, we assume that an early ERK/MAPK deficiency causes long lasting alterations in brain development.

**Figure 1:**
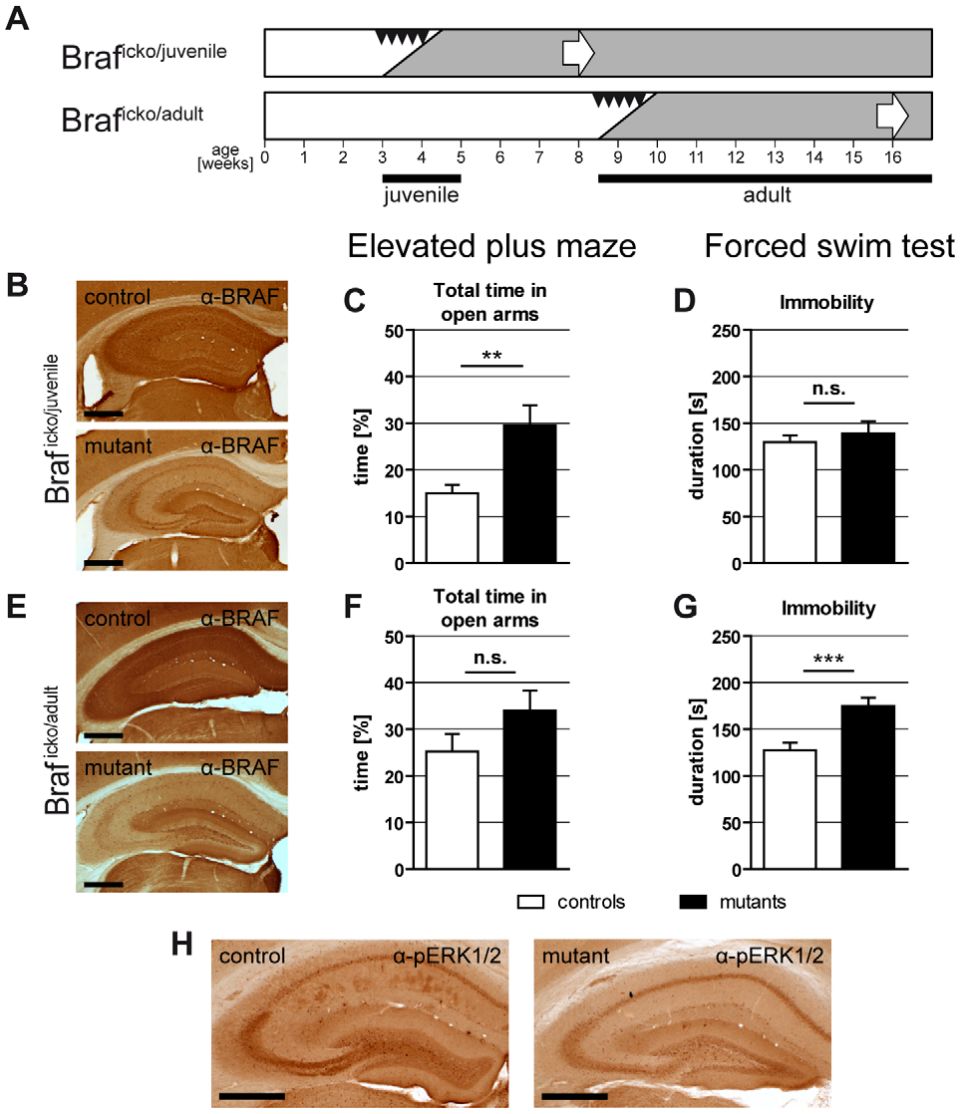
Comparison of emotional behaviors between early and late induced Braf^icko^ mice. (**A**) Scheme of experimental procedure: Juvenile and early adult Braf^icko^ mice were induced with tamoxifen at an age of 3–4 and 8.5–9.5 weeks, respectively (black arrowheads) and behavioral analysis started at week 8 and 16, respectively (white arrows). (**B,E**) Immunohistochemical detection of BRAF of juvenile (**B**) and early adult (**E**) Braf^icko^ mice revealed depletion of the protein in principle neurons of the hippocampus (shown) and the cortex (not shown). Scale bars represent 500 µm. (**C,F**) In the elevated plus maze, a less anxious behavior was observed in Braf^icko/juvenile^ (**C**), but not in Braf^icko/adult^ mice (**F**). (**D,G**) In the forced swim test, Braf^icko/adult^ mice displayed an increase in depression-like behavior (**G**) that was not present in juvenile induced Braf^icko^ mice (**D**) (n.s.: not significant, **: *P*<0.01, ***: *P*<0.001). (**H**) Immunohistochemical detection of Phospho-ERK1/2 in Braf^icko/juvenile^ mice demonstrated a strong reduction of ERK/MAPK signaling in principle neurons of the hippocampus of Braf^icko^ mutants. Scale bars represent 500 µm.

### Generation of constitutive *Braf* knockout (Braf^cko^) mice

To further analyze developmental alterations in the juvenile brain we continued our studies using forebrain-specific, early postnatal conditional Braf mutants which render the stressful application of tamoxifen for inducing the knockout unnecessary. These conditional *Braf* mutants (“Braf^cko^") were generated by the cross of Braf^flox^ mice with the CamkIIa-Cre line [18]. In Braf^cko^ mice, inactivation of the *Braf* gene in principal forebrain neurons begins 2 weeks after birth and is complete at the age of 6 weeks (as shown by Southern blot analysis, Figure S2B) leading to a strong reduction or complete abolishment of ERK/MAPK signaling in affected neurons (Figure 2B), which recapitulates the spatial and temporal inactivation of *Braf* in Braf^icko/juvenile^ mutants (Figure 2A and S2). To rule out possible effects of the Cre transgene on behavior, CamkIIa-Cre mice (backcrossed >20 generations to the C57BL/6J background) were compared to non-transgenic littermates for anxiety- and depression-related parameters. This analysis showed that the CamkII-Cre transgene does not cause significant differences in behavior compared to wildtype littermate controls (Figure S3).

**Figure 2:**
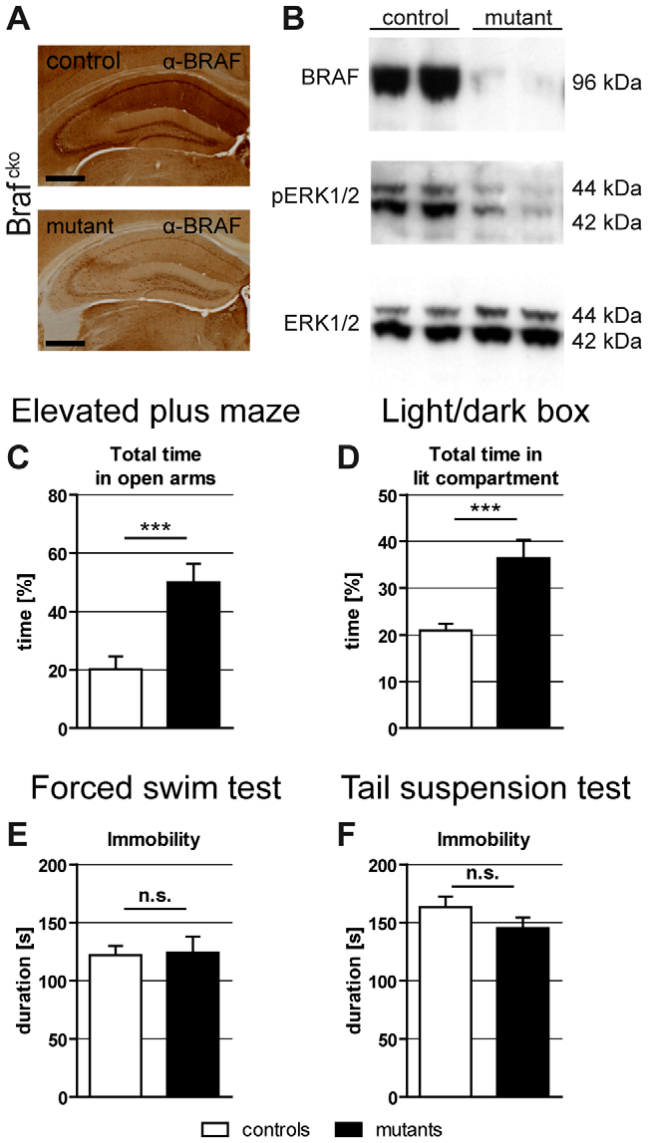
Molecular analysis and emotional behavior of Braf^cko^ mice. (**A**) Immunohistochemical detection of BRAF of Braf^cko^ mice revealed depletion of the protein in the hippocampus (shown) and the cortex (not shown). (**B**) Western blot analysis of hippocampal samples of Braf^cko^ mice validates the depletion of BRAF protein and the subsequent inactivation of ERK/MAPK signaling. While total levels of ERK1/2 in Braf^cko^ mice were unaffected, a strong reduction, but no complete depletion of Phospho-ERK1 and -ERK2 was observed in the hippocampus of mutants. The remaining ERK1/2 activity in Braf^cko^ forebrain regions likely results from non-glutamatergic neuronal or glial cells that express BRAF, but which do not express the CamkIIa-Cre transgene (see Figure S2I). (**C**) Elevated plus maze: Mutant mice spent significantly more time in the open arms of the maze. (**D**) Light/dark box: *Braf* mutants spent more time in the aversive lit compartment. (**E,F**) No changes in depression-like behavior were observed in Braf^cko^ mutants in the forced swim test (**E**) and the tail suspension test (**F**). (n.s.: not significant, ***: *P*<0.001).

### Emotional behavior and activity pattern of Braf^cko^ mice

The anxiety-related behavior of Braf^cko^ mice was assessed in the EPM and light/dark box (LD). In both tests we found that Braf^cko^ mice spent significantly more time in the aversive compartments than the controls (EPM open arms, Figure 2C; *t* [_47_] = 3.912; *P*<0.001) (LD lit compartment, Figure 2D; *t* [_53_] = 3.889; *P*<0.001), suggesting a reduced anxiety-related behavior of *Braf* deficient mice. Other behavioral parameters like the total distance travelled, the mean velocity, and the number of entries in the EPM and LD zones were not different between the groups (data not shown). In both paradigms for behavioral despair, Braf^cko^ mutants showed no differences in their depression-like behavior. In the FST (Figure 2E), as well as in the tail suspension test (TST, Figure 2F), the total duration of passive behavior (immobility) was unchanged between mutant and control animals, indicating no effect of the *Braf* knockout on depression-like behavior. In conclusion, Braf^cko^ mutants showed, like Braf^icko/juvenile^ mutants, reduced anxiety-like behavior but normal depression-like behavior. Notably, the behavioral changes due to the juvenile depletion of ERK/MAPK signaling are independent of the time point of behavioral testing (early adult in Braf^icko/juvenile^ and late adult in Braf^cko^).

ERK/MAPK signaling has been proposed as regulator of circadian rhythms in the suprachiasmatic nucleus [27], [28]. To examine whether Braf^cko^ mice exhibit an altered circadian rhythm, we measured their voluntary wheel running activity in a 1/23 h light/dark experiment for 17 days. As shown for two representative mice in Figure 3A, there was no general shift of time of activity between mutants and controls. Both genotypes synchronized the beginning of their activity phase to ∼4 pm. Interestingly, mutant mice showed a much more fragmented activity pattern and a less distinct end point of their activity. Moreover, Braf^cko^ mice showed a significantly increased activity during the resting phase compared to the floxed controls (Figure 3B; *t*_[225]_ = 4.266; *P*<0.001). Despite these different patterns, the overall diurnal period length was not changed in the Braf^cko^ mice (Figure 3C). In contrast, the mean daily activity, measured by the total distance moved per day, was significantly reduced in the Braf cKOs (Figure 3D; *t*_[329]_ = 6.772; *P*<0.001).

**Figure 3:**
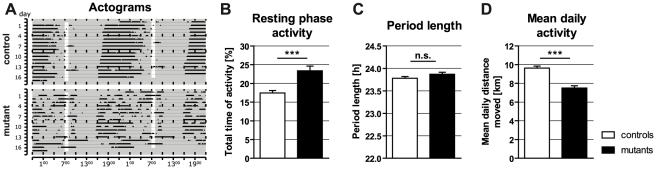
Daily voluntary wheel running activity in *Braf* mutants and controls. (**A**) Representative actograms of Braf^cko^ and control mice. The Braf^cko^ mouse (lower panel) showed a much more fragmented pattern in a LD 1∶23 experiment compared to its floxed littermate (upper panel). Vertical white bar represents daily light phase. (**B**) Activity during resting phase is significantly increased in Braf^cko^ mice. (**C**) Period length analysis revealed no differences between floxed (23.78±0.04) and Braf^cko^ mice (23.87±0.04). (**D**) Mean daily voluntary wheel running activity over 17 days was decreased in Braf^cko^ mice (7.51±0.23) compared to floxed (9.63±0.22). (n.s.: not significant, ***: *P*<0.001).

### Analysis of GABAergic signaling of Braf^cko^ mice

GABAergic neurotransmission is intimately involved in the regulation of emotional behavior and GABA_A_ receptors are well-established targets of anxiolytic drugs. Furthermore, a direct regulation of GABA_A_ receptors by ERK mediated phosphorylation has been demonstrated [29]. Therefore, increased GABAergic neurotransmission may contribute to the altered emotional phenotype of Braf^cko^ mice. In a first set of experiments, we performed extracellular recordings of population spikes of CA1 pyramidal cells in hippocampal slices of Braf^cko^ and control mice. Determination of input-output relationships, in which population spike amplitudes were plotted as function of increasing stimulus strength, demonstrated proper functioning of the Schaffer-CA1 synapse in hippocampi from both genotypes under conditions of low-frequency stimulation (Figure S4A). Pharmacologic suppression of GABA_A_ receptor-mediated inhibition by the GABA_A_ receptor antagonist picrotoxin produced a strong enhancement of the population spike amplitude that was virtually indistinguishable between hippocampi from the two genotypes (Figure 4A). We next performed whole-cell recordings from voltage-clamped CA1 pyramidal cells to directly examine and compare pharmacologically isolated inhibitory postsynaptic currents (IPSCs) in the two preparations. In none of these recordings, we obtained evidence for enhanced GABAergic neurotransmission in mutant hippocampi (Figure S4B–D). Furthermore, IPSCs from CA1 pyramidal cells of Braf^cko^ mice proved as sensitive to the augmenting effect of diazepam as those from controls (Figure 4B). These results argue against the notion that up-regulation of GABA_A_ receptor-mediated inhibition underlies or appreciably contributes to the altered emotional behavior of *Braf^cko^* mutants.

**Figure 4:**
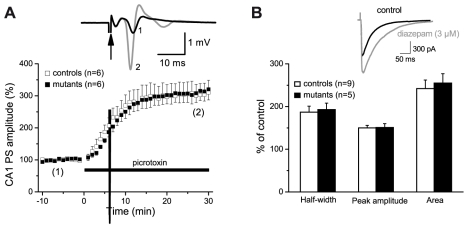
GABA_A_ receptor-mediated inhibition is not enhanced in hippocampi of Braf^cko^ mice. (**A**) Extracellular recording of population spikes in CA1 pyramidal cell layer evoked by electrical stimulation of the Schaffer collateral/commissural pathway. Peak amplitudes of population spikes were normalized before application of GABA_A_ receptor antagonist, picrotoxin (100 µM). Inset depicts individual population spikes recorded at like-numbered time points of the graph in a control slice. Arrow indicates electrical stimulation of afferent pathway. (**B**) Whole-cell recording of IPSCs from CA1 pyramidal cells. Application of diazepam (3 µM) enhanced IPSC amplitude and slowed decay (inset). Effects of diazepam were quantified with respect to half width, peak amplitude, and area of IPSC. Histograms did not reveal any differences between genotypes.

### Neuronal arborization in the hippocampus of Braf^cko^ mice

Alterations in emotional behavior are often associated with changes in dendritogenesis and spine density [30]–[33]. 

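Genes of dendrite and axon growth went both ways in the hippocampus of Braf cko mice. A list of such genes was fixed before the deposited values were examined, but after the paper's tables had been seen. Of its 53 measured genes, 5 were lower than in Braf flox littermates, 3 were higher and 45 did not pass the test (8 lower and 6 higher when adjusted over the list alone). The lower ones included *Nptx2*, a pentraxin that gathers glutamate receptors at synapses, at 49.9% of the control level on the linear scale (standard error of the log2 change 0.14, adjusted p = 0.0044 from limma), and *Klk8*, an extracellular protease of the hippocampus, with a log2 change of -0.74 (standard error 0.13, adjusted p = 0.018). The others that were lower were *Synj2* (-0.73, adjusted p = 0.022), the cadherin gene *Cdh10* (-0.49, adjusted p = 0.0093) and *Camk1g*, a calcium-dependent kinase (-0.49, adjusted p = 0.032). Higher were *Ntng2*, an axon guidance protein of the netrin family (0.57, standard error 0.09, adjusted p = 0.0093), the transcription factor gene *Neurod2* (0.47, adjusted p = 0.025) and the kinase gene *Pak4*, which acts on the actin cytoskeleton (0.40, adjusted p = 0.011). The tested probe matched to the paper's netrin G2 transcript was another one, with a change of 0.32 (adjusted p = 0.81). Each of these 8 genes was shifted in the same direction in 5 of 5 Braf cko mice, relative to the mean of the 6 Braf flox mice. The list as a whole did not move (mean log2 change -0.05, median 0.02, adjusted p = 0.38 from limma's camera test), and its mean and median differ in sign. Of 15 markers of dentate granule cells, 1 was higher, the globin gene *Cygb* (0.43, adjusted p = 0.0078), none was lower and 14 did not pass (1 lower and 2 higher when adjusted over the list alone; mean 0.04, adjusted p = 0.38). Of 12 markers of immature granule cells, none passed (1 higher when adjusted over the list alone; mean 0.07, adjusted p = 0.37). The RNA came from the whole hippocampus, so these values are not those of granule neurons alone.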

Since the microarray analysis of *Braf* mutants (see below) identified differentially expressed genes related to neuronal growth, development, and arborization (Table S2), we performed Golgi stainings of dentate gyrus granular neurons of Braf^cko^ mice. This analysis revealed that the total and the mean length of dendrites were significantly reduced in these cells (Figure 5B; total length: *P*<0.05, mean length: *P*<0.05). Sholl analysis of the tracing data showed that in *Braf* mutants both the number of intersections (Figure 5E) and the interradial length of the dendritic arbores (Figure 5F) are strongly decreased in the distance of 80–160 µm (intersections) and 90–160 µm (interradial length) from the soma, respectively. These results demonstrate an overall reduction of the complexity of granular neurons by an impaired arborization in the *Braf* mutants. In contrast, the spine density and tortuosity of dentate gyrus granular neurons were not significantly different between *Braf* mutants and controls (Figure 5C and D), indicating that ERK/MAPK signaling does not control spine formation and dendritic routing.

**Figure 5:**
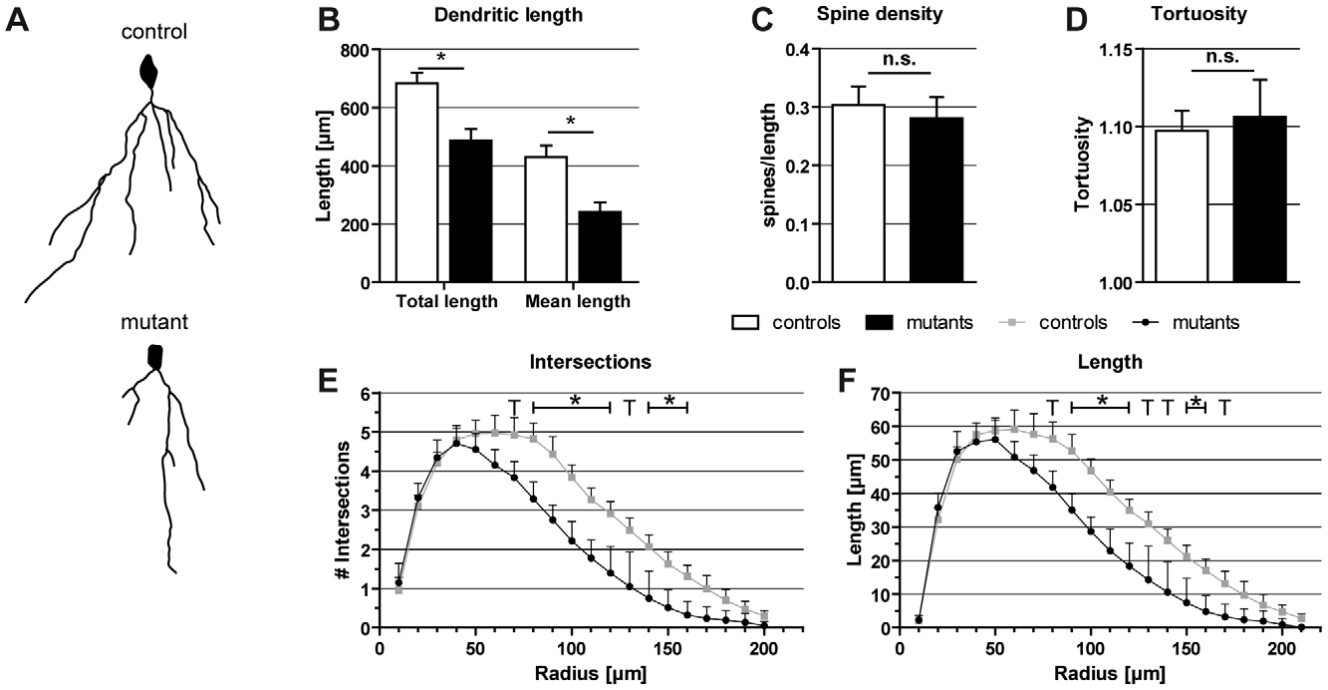
Neuronal morphology of granular neurons in dentate gyrus of Braf^cko^ mice. (**A**) Camera lucida drawings of representative granule neurons of Braf^cko^ controls and mutants. (**B**) Total and mean length of dendrites was significantly reduced in granular neurons of *Braf* deficient mice. (**C,D**) Spine density and tortuosity were not altered due to *Braf* knockout. (error bars: 95% confidence interval; n.s.: not significant, *: *P*<0.05) (**E,F**) Sholl analysis of the dendritic branching revealed an overall reduction of complexity of the granular neurons. Number of intersections (**E**) and dendritic length (**F**) were significantly reduced in the distance of 80–120 and 140–160 µm (intersections) and 90–120 and 150–160 µm (dendritic length) from soma, respectively (T: tendency, *: *P*<0.05).

### Global gene expression analysis in the hippocampus of Braf^cko^ mice

A major molecular function of ERK/MAPK signaling is the regulation of gene expression by the activation of transcription factors. 

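Hippocampal RNA of 5 male Braf cko mice and of 6 male Braf flox littermates, aged 4 months, was hybridized to Illumina BeadChips, whose probes each read 1 transcript or part of it. In the Braf cko group, 1 mouse was measured on 2 arrays, so that 12 arrays stood for 11 animals. The authors analysed the data with the R packages beadarray, limma and vsn, in an order and with settings that the methods do not give. They deposited intensities on a linear scale that were normalized between arrays. The median intensity of an array was 52.3 to 53.3 in the Braf cko group and 51.8 to 53.2 in the Braf flox group, and the number of arrays limits the precision of each value. For the values given here, these intensities were taken to the log2 scale and the 2 arrays of the mouse measured repeatedly were averaged. The 23316 probes with the higher mean signal, which are 50% of the 46632 probes, were compared between genotypes with limma's moderated linear model, two-sided, with Benjamini-Hochberg adjustment over these probes. They stood for 11393 named genes and 6240 probes without a gene name. Where several probes read 1 gene, the brightest is given unless another is named. Gene lists were fixed before the deposited values were examined, but after the paper's tables had been seen. They were tested with limma's camera at a preset correlation between genes of 0.01, and again with an estimated correlation. The array carries a single *Braf* probe, whose signal lay below the filter. It read 5.37 to 5.66 in the 5 Braf cko mice and 5.45 to 5.76 in the 6 Braf flox mice, a log2 change of -0.04 (exact permutation test, two-sided, p = 0.645). The files do not place this probe relative to the deleted exon, so that it checks nothing about the genotypes.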

To identify genes that are controlled by ERK/MAPK signaling in principle forebrain neurons, we compared the global gene expression in the hippocampus of adult Braf^cko^ and Braf^flox^ control males. This analysis revealed 111 genes that were downregulated (*P_adj_*<0.05) and 39 genes that were upregulated (*P_adj_*<0.05) in Braf^cko^ mice (Table S1). 

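Messenger RNAs of several neuropeptides were lower in the hippocampus of Braf cko mice than in Braf flox littermates. Neuropeptide Y (*Npy*) was at 44.1% of the control level, with a log2 value of 9.93 ± 0.15 (SD, n = 5) against 11.11 ± 0.10 (SD, n = 6) and a log2 change of -1.18 (standard error 0.08, adjusted p = 1.0e-05 from limma). Of 27 measured genes of neuropeptides and of the granules that hold them, 7 were lower, none was higher and 20 did not pass the test (12 lower and 2 higher when adjusted over the list alone). The 7 were *Npy*, *Sst*, *Cort*, *Cck*, *Crhbp*, *Scg5* and *Vgf*, and the list as a whole was lower (mean log2 change -0.31, adjusted p = 6.0e-10 from camera, adjusted p = 0.0005 with an estimated correlation). Since the list was fixed after the paper's tables had been seen, its p-value is not independent of the paper's result. Among the 7 genes, cortistatin (*Cort*) had a log2 change of -1.15 (standard error 0.21, adjusted p = 0.024), *Scg5*, a chaperone of the secretory pathway, -0.98 (standard error 0.12, adjusted p = 0.0027), and *Vgf* -0.54 (standard error 0.09, adjusted p = 0.017). Of 20 markers of interneurons, 2 were lower, *Npy* and *Sst*, and 18 did not pass (2 lower when adjusted over the list alone; mean -0.15, adjusted p = 0.0023, adjusted p = 0.13 with an estimated correlation). The 18 markers of interneurons that are not neuropeptides, among them *Gad1*, *Pvalb* and *Reln*, had a mean log2 change of -0.06 (standard error over the genes, not between animals, 0.04). In all, 87 probes were lower and 37 were higher in Braf cko mice at an adjusted p under 0.05, and 2515 passed an unadjusted p under 0.05. They stood for 61 named genes that were lower and 26 that were higher, with 16 and 10 further probes that carry no gene name. Among the named genes that passed, the strongest decrease was that of *Cyp26b1*, an enzyme that breaks down retinoic acid, with a log2 change of -1.46 (standard error 0.14, adjusted p = 0.00017). The serotonin receptor gene *Htr5b* had a change of -1.25 (standard error 0.16, adjusted p = 0.0028) and *Ky*, a gene known from muscle, one of -1.02 (standard error 0.10, adjusted p = 0.00017). Among the genes that passed at their brightest probe, the strongest increase was that of *Rasl10a*, a small GTPase related to Ras, at 0.79 (standard error 0.10, adjusted p = 0.0027). It was higher in 5 of 5 mice than the control mean, which the rule for naming such genes required. *Ctdspl2*, which was looked up after its values were seen, had a change of 0.99 at a dimmer probe (standard error 0.17, adjusted p = 0.018) and of 0.29 at its brightest (standard error 0.07, adjusted p = 0.12). Other genes that were higher were the kinase gene *Wnk4* (0.74, adjusted p = 0.033), the heparan sulfate proteoglycan gene *Gpc3* (0.62, adjusted p = 0.036), *Igfbp5*, which binds insulin-like growth factors (0.52, adjusted p = 0.018), and the ion exchanger gene *Slc24a4* (0.49, adjusted p = 0.0078). Of 29 lists, 8 were lower and none was higher by camera, and 4 of the 8 passed with an estimated correlation. Both counts include the lists of Table 1 and Table S2, whose genes the study chose on these samples. Of 11 markers of CA1 pyramidal cells none passed (1 lower when adjusted over the list alone), although the list did (mean -0.18, adjusted p = 0.017, adjusted p = 0.11 with an estimated correlation). Likewise, of 18 markers of endothelial and mural cells none passed (1 lower when adjusted over the list alone; mean -0.11, adjusted p = 0.017, adjusted p = 0.22 with an estimated correlation). As many lists passed in 10 of 100 groupings of the 11 animals, the real one included. The 124 probes became 72, 69 and 76 without Braf cko replicate 1, 4 and 5, and 81 without Braf flox replicate 5. After Benjamini-Hochberg adjustment, the methods' t-test, which the paper does not name for the arrays, gave 19. The paper made this comparison to find genes under the control of ERK/MAPK signaling, and it searches the promoters of the lower genes for sites of ERK-dependent transcription factors.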

To control for the impact of the Cre transgene on gene expression, we compared the hippocampal gene expression of CamkIIa-Cre and wildtype littermates. This analysis revealed four differentially expressed transcripts (*3110047M12Rik*, *Oxr1* [2 transcripts], *Zfpm2*; Table S1) that were excluded from the further study. 

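The control experiment measured hippocampal RNA of 6 CamkIIa-Cre mice and 6 wildtype littermates, aged 6 months, on the same kind of BeadChip. Each mouse was measured on 2 arrays, which gives 24 arrays for 12 animals. The median intensity of an array was 64.98 to 69.1 in the CamkIIa-Cre group and 65.04 to 70.2 in the wildtype group. These medians lie above those of the Braf experiment, so the authors appear to have normalized the experiments apart, and each was analysed on its own here. The arrays fell into 2 technical sets that the labels name. Within each set, the deviations of an array over all tested probes were closest to those of the other array from the same mouse for 24 of 24 arrays (r = 0.35 to 0.69 across probes, which are not independent replicates). Without this centring by set, 0 of 24 were (r = -0.37 to -0.04), since the 2 arrays of a mouse lie in different sets and the sets differed. The arrays of a mouse, 1 from each set, were averaged on the log2 scale. The 23316 brighter probes, for 11722 named genes, were then tested as in the Braf experiment. To compare the effect of the Braf mutation with that of the transgene, a single limma fit of the 4 groups tested the change in Braf cko mice minus the change in CamkIIa-Cre mice. The experiments also differ in age, strain background and, it appears, normalization. A difference between the changes cannot be told apart from an influence of these on the change.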

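In the hippocampus of CamkIIa-Cre mice, 2 genes were lower than in wildtype littermates, and none was higher among the brighter probes. *Zfpm2*, a cofactor of GATA transcription factors, was at 54.8% of the wildtype level, with a log2 value of 8.66 ± 0.16 (SD, n = 6) against 9.53 ± 0.13 (SD, n = 6) and a log2 change of -0.87 (standard error 0.08, adjusted p = 0.00039 from limma). *Oxr1*, which protects cells against oxidative damage, changed by -1.03 at probe ILMN_1230816 (standard error 0.10, adjusted p = 0.00078). At each of these probes 6 of 6 CamkIIa-Cre mice were below the wildtype mean. Of 3 *Zfpm2* probes on the array, only this 1 was bright enough to be tested, and a dimmer one had a change of 0.02. The brightest *Oxr1* probe had a change of -0.82 (standard error 0.12, adjusted p = 0.062) and another one of -0.55 (standard error 0.14, adjusted p = 1.0). The probe ILMN_1233933, which carries no gene name and was chosen after its values were seen, had a change of -0.85 (standard error 0.13, adjusted p = 0.062). These tested probes were lower in Braf cko mice too, which carry the same transgene. There the *Oxr1* probes changed by -0.92, -0.78 and -0.63 (highest adjusted p = 0.012), *Zfpm2* by -0.90 (standard error 0.13, adjusted p = 0.0051) and the probe without a name by -0.85 (standard error 0.07, adjusted p = 9.6e-05). The changes of *Oxr1* and *Zfpm2* were not shown to differ between the experiments (adjusted p = 0.88 to 0.99), which does not show that they were equal. The change in Braf cko mice differed from that in CamkIIa-Cre mice at 43 probes, 34 with a lower and 9 with a higher difference. *Npy* had the smallest adjusted p, with a difference of -1.19 (standard error 0.14, adjusted p = 0.00017). The difference was -1.51 for *Cyp26b1* (adjusted p = 0.00027), -1.46 for *Dusp6* (adjusted p = 0.0008), -1.21 for *Egr1* (adjusted p = 0.0036), -0.87 for *Sst* (adjusted p = 0.0022), 0.82 for *Rasl10a* (adjusted p = 0.0021) and 0.56 for *Cygb* (adjusted p = 0.0008). Among the genes of the paper's Table 1, *Egr4* (adjusted p = 0.012) and 1 probe of *Dusp4* (adjusted p = 0.0046) passed too. *Dusp5* (adjusted p = 0.053), *Gria3* (0.35 at best), *Zfp326* (0.46), *Bdnf* (0.54 at best) and *Arhgap39* (0.70) were not shown to differ. In CamkIIa-Cre mice, none of the neuropeptide genes that were lower in Braf cko mice passed the test. Their mean log2 change was -0.02 (standard error over the genes, not between animals, 0.01). Of the 29 gene lists, 1 passed, that of oligodendrocyte markers, with a mean log2 change of 0.10 (adjusted p = 2.0e-05 from camera, adjusted p = 0.80 with an estimated correlation). None of its 18 genes passed on its own, over all probes or when adjusted over the list alone, and the lowest adjusted p of the other lists was 0.20. At an unadjusted p under 0.05 in limma, 380 probes passed between CamkIIa-Cre and wildtype mice. These are 1.63% of those tested, a smaller share than this threshold gives with no effect at all. The animals numbered 1 to 3 differed from those numbered 4 to 6 at 1344 probes, and with these as 2 blocks 4 probes passed, those of *Zfpm2* and *Oxr1* (2 probes) and ILMN_1233933. Without a filter on dim probes 6 passed, of which 4 were lower and 2 were higher, and without CamkIIa-Cre replicate 1 there were 4. By the methods' t-test with adjustment, only *Zfpm2* passed (adjusted p = 0.022).

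**Figure D1:**
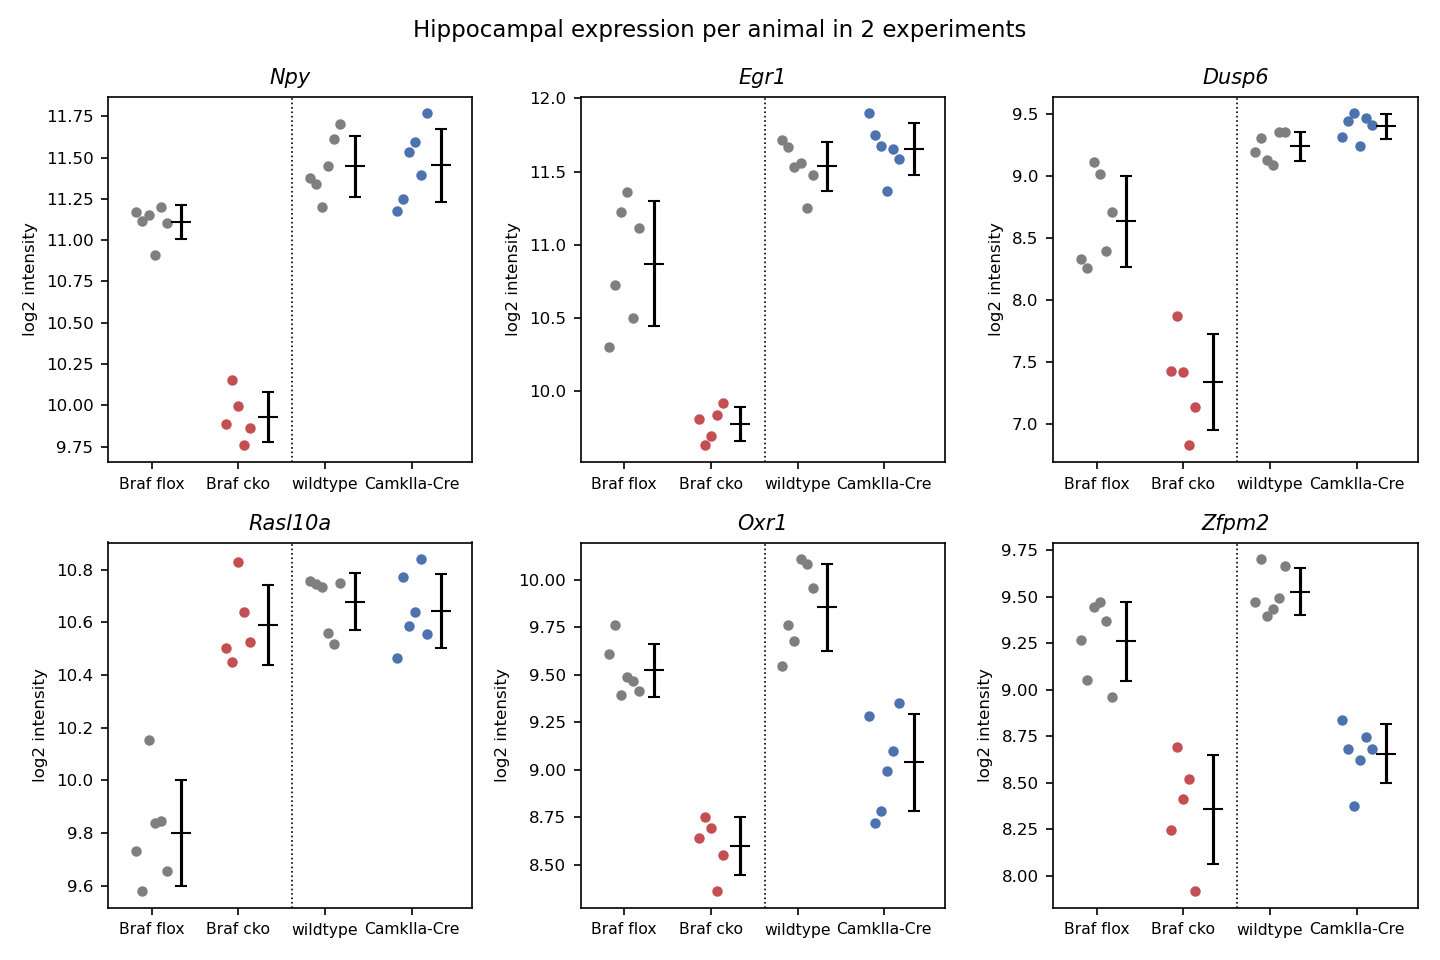
The log2 intensity of 6 genes in each animal (points), with the mean and SD of each group (bars), for Braf flox and Braf cko mice on the left of the dotted line and wildtype and CamkIIa-Cre mice on the right, with *Oxr1* at its brightest probe. *Npy*, *Egr1* and *Dusp6* are lower and *Rasl10a* is higher in the 5 Braf cko mice, whereas *Oxr1* and *Zfpm2* lie lower in both groups that carry the Cre transgene.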

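A binding protein of a stress hormone, a neuropeptide, a transcriptional repressor and 2 clock genes were among the genes lower in Braf cko mice. The corticotropin-releasing hormone binding protein (*Crhbp*) had a log2 change of -1.23 (standard error 0.16, adjusted p = 0.0027 from limma), with 9.18 ± 0.30 (SD, n = 5) in Braf cko and 10.41 ± 0.32 (SD, n = 6) in Braf flox mice. Cholecystokinin (*Cck*) had a change of -0.60 (standard error 0.08, adjusted p = 0.0028), and the transcriptional repressor gene *Bcl6* one of -0.53 (standard error 0.09, adjusted p = 0.014). Of 17 measured genes of the circadian clock, 2 were lower, none was higher and 15 did not pass (3 lower and 1 higher when adjusted over the list alone). These were *Per2*, a core clock gene (-0.76, standard error 0.14, adjusted p = 0.021), and the clock repressor gene *Bhlhe40* (-0.39, standard error 0.07, adjusted p = 0.028), while the list as a whole did not move (mean -0.09, adjusted p = 0.20 from camera). Another *Per2* probe had a change of -0.10 (adjusted p = 0.80). The protease gene *Prss12* (0.63, standard error 0.12, adjusted p = 0.029) and *Mycl*, a gene of the *Myc* family (0.39, standard error 0.07, adjusted p = 0.027), were higher. Of the 22 genes that the study selected on these arrays for qPCR, 20 were tested here. Of these, 14 were lower, 2 were higher and 4 did not pass at the brightest probe (18 lower and 2 higher when adjusted over the list alone), which is not independent evidence since the study chose them on these samples (mean -0.62, adjusted p = 6.3e-27 from camera). *Etv1*, an ETS transcription factor gene, had -0.47 at its brightest probe (standard error 0.14, adjusted p = 0.22) and -0.55 at another (adjusted p = 0.18). *Homer1*, a scaffold protein of synapses, had -0.25 (standard error 0.08, adjusted p = 0.26) and at best an adjusted p of 0.072. *Bach2* lay below the filter, and no probe is named *Zfpm1*. With each animal left out in turn, *Prss12* passed in 2, *Bhlhe40* in 3, *Mycl* in 4 and *Per2* in 9 of 11 fits. By the methods' t-test with adjustment, *Npy*, *Cck*, *Camk1g* and *Rasd1* were the only genes of Table S2 that passed.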

For validation of the microarray data by qPCR, we selected 22 transcripts representing transcription factors (e.g. *Egr1*, *Egr4*, *Etv5*), immediate early genes (e.g. *Bdnf*, *Egr1*, *Egr4*), genes related to behavior (e.g. *Npy*, *Bdnf*, *Cck*), to neuronal development (e.g. *Bdnf*, *Klk8*, *Etv1*), and to circadian rhythm (*Per2*, *Bdnf*, *Cck*). Using biological replicates from mutants and controls of the same sex and age this reanalysis confirmed the microarray results in all 22 cases (Table S2).

To further identify genes that are directly controlled by ERK/MAPK signaling, the promoter regions of all 111 differentially downregulated genes were analyzed *in silico* for binding sites of the two major ERK-dependent transcription factors CREB1 and ELK1. Furthermore, we analyzed the evolutionary conservation of these motifs, assuming that a wide conservation indicates the central function of a gene in neuronal ERK/MAPK signaling [34]. We identified nine genes with at least one binding site for CREB1 or ELK1 that were conserved between two or more species (Table 1; for more detailed results see Table S3). 

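The genes of Table 1 cover a neuropeptide, a glutamate receptor subunit, phosphatases that switch off ERK and transcription factors of the Egr family. Somatostatin (*Sst*) fell to 55.4% of the control level, from 12.15 ± 0.12 (SD, n = 6) to 11.30 ± 0.28 (SD, n = 5) on the log2 scale, a change of -0.85 (standard error 0.11, adjusted p = 0.0028 from limma). *Egr1* was at 46.9% of the control level (log2 change -1.09, standard error 0.16, adjusted p = 0.0067) and *Egr4* at 44.7% (-1.16, standard error 0.20, adjusted p = 0.014). Of the phosphatase genes, *Dusp4* changed by -0.89 (standard error 0.13, adjusted p = 0.0046) and *Dusp5* by -0.93 (standard error 0.18, adjusted p = 0.028). *Dusp4* passed at 2 of its 3 tested probes and had -0.23 at the other. The changes of the zinc finger gene *Zfp326* and of *D15Wsu169e*, now named *Arhgap39*, were smaller. They were -0.44 (standard error 0.09, adjusted p = 0.032) and -0.37 (standard error 0.08, adjusted p = 0.042). *Gria3*, a subunit of AMPA-type glutamate receptors, was read by 4 tested probes. It passed at 1 of them (-0.42, standard error 0.08, adjusted p = 0.036) and had -0.32 at the brightest (standard error 0.09, adjusted p = 0.20). In each of these genes 5 of 5 Braf cko mice lay below the mean of the control mice. Taken at the brightest probe, 7 of the 9 genes were lower, none was higher and 2, *Gria3* and *Bdnf*, did not pass (9 lower when adjusted over the list alone). The list was lower by camera (mean -0.71, adjusted p = 5.6e-19, adjusted p = 0.0019 with an estimated correlation), but it holds genes that the study chose on these samples for being lower, which is not independent evidence. With each animal left out in turn, *Arhgap39* passed in 1, *Zfp326* in 2, *Gria3* in 3, *Dusp5* in 4 and *Egr4* in 10 of 11 fits. With an intensity trend and robust hyperparameters in limma, *Dusp5* (adjusted p = 0.070) and *Egr4* (adjusted p = 0.052) did not pass. Without a filter *Arhgap39* did not, nor did *Zfp326* with the first technical array alone. By the methods' t-test, which the paper does not name for the arrays, none of the genes of Table 1 passed after Benjamini-Hochberg adjustment, with *Sst* (adjusted p = 0.058), *Dusp4* (0.060) and *Egr1* (0.098) among the lowest.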

The promoters of four of these genes show sites for both transcription factors, four genes harbor only CREB1 sites and one gene contains only an ELK1 site. Interestingly, highly conserved CREB1 sites (≥4 orthologs) were found in the promoters of the somatostatin (*Sst*), glutamate receptor 3 (*Gria3*), dual specificity phosphatase 4 (*Dusp4*), early growth response 1 (*Egr1*), *D15Wsu169e*, and brain derived neurotrophic factor transcript variant 3 (*Bdnf*) genes of up to eight mammalian species. Highly conserved ELK1 sites were identified in the promoters of *Dusp4*, *Egr1*, zinc finger protein 326 (*Zfp326*), and dual specificity phosphatase 5 (*Dusp5*) (Table 1 and Table S3). The expression levels of six of these genes was reanalyzed by qPCR and revealed the reduction of transcripts in the hippocampus of Braf^cko^ mice by 12%–78% (Table S2).

**Table 1:** Bioinformatic prediction of CREB1 and ETS/SRF target genes.

Gene symbol	microarray (fold change)	qPCR (fold change)	Binding site (BS)	# of species	Conserved BS per Module
*Sst*	−1.80	n.t.	CREB1	10	2
*Gria3*	−1.34	−1.14	CREB1	8	1
*Dusp4*	−1.86	−2.86	CREB1	8	1
			ETS/SRF	7	1
*Egr1*	−2.13	−3.57	CREB1	6	2
			ETS/SRF	4	4
*D15Wsu169e*	−1.29	n.t.	CREB1	6	1
			ETS/SRF	2	1
*Zfp326*	−1.36	n.t.	ETS	5	1
*Bdnf (transcript variant 3)*	−1.41	−2.27	CREB1	4	1
*Dusp5*	−1.90	−3.33	CREB1	3	1
			ETS/SRF	4	1
*Egr4*	−2.24	−2.94	CREB1	3	2

Differentially downregulated genes from Braf^cko^ mice were analyzed for the presence of evolutionary conserved CREB1 and ETS/SRF target sites. Nine genes were found representing putative functional ERK/MAPK pathway effectors (for more detailed results, see Table S3). (n.t.: not tested).

While *Dusp4*, *Dusp5*, *Egr1*, and *Egr4* are known targets of ERK-dependent transcription in the CNS, the other targets are newly described. 

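Negative feedback regulators of the ERK pathway and ETS transcription factors were lower in Braf cko mice as a group. Of 23 measured genes of this list, 6 were lower, none was higher and 17 did not pass the test (11 lower when adjusted over the list alone). The mean log2 change was -0.38 (adjusted p = 2.2e-13 from camera, adjusted p = 0.0005 with an estimated correlation). This list and that of immediate early genes below were fixed after the paper's tables, from these same arrays, had been seen. Their p-values are therefore not independent of the paper's result. Besides *Dusp4* and *Dusp5*, the lower genes were *Dusp6*, a phosphatase of cytoplasmic ERK (-1.30, standard error 0.19, adjusted p = 0.0047 from limma), the Ras-related gene *Rasd1* (-1.08, standard error 0.12, adjusted p = 0.00074), the ETS factor gene *Etv5* (-0.89, standard error 0.11, adjusted p = 0.0027) and *Spred1*, an inhibitor of Ras-ERK signaling (-0.53, standard error 0.10, adjusted p = 0.024). *Spred2* had a change of -0.39 (adjusted p = 0.13) and *Ccnd1* one of -0.45 (adjusted p = 0.15). Of 29 immediate early genes, 6 were lower, none was higher and 23 did not pass (12 lower when adjusted over the list alone). The lower ones were *Egr1*, *Egr4*, *Nptx2*, *Midn* (-0.71, standard error 0.09, adjusted p = 0.0028), the transcription factor gene *Csrnp1* (-0.68, standard error 0.10, adjusted p = 0.0053) and *Egr3* (-0.42, standard error 0.09, adjusted p = 0.043). The mean of the list was -0.34 (adjusted p = 5.7e-09 from camera, adjusted p = 0.054 with an estimated correlation). *Fos* (-1.14, standard error 0.40, adjusted p = 0.29) and *Arc* (-1.10, standard error 0.35, adjusted p = 0.24) had changes of this size with a wide spread between animals and did not pass. The kinases, adaptors and transcription factors of the Raf-MEK-ERK cascade itself did not move as a group. Of 21 such genes, none passed (1 lower when adjusted over the list alone; mean -0.05, adjusted p = 0.27), and *Elk1* had a change of -0.14 (adjusted p = 0.77). *Spred1* passed at 1 of its 2 tested probes and had -0.27 at the other. With each animal left out in turn, it passed in 4 of 11 fits. After adjustment in the methods' t-test, which the paper does not name for the arrays, *Rasd1* passed (adjusted p = 0.028), while *Midn* (0.055), *Etv5* (0.057), *Dusp4* (0.060), *Csrnp1* (0.067), *Nptx2* (0.073), *Dusp6* (0.077), *Egr1* (0.098), *Spred1* (0.13), *Egr4* (0.14) and *Dusp5* (0.19) did not.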

Interestingly, *Sst*, *Gria3*, *Egr1*, and *Bdnf* have been previously linked to emotional behavior as well as to LTP and memory, indicating a connection of these processes by MAPK stimulated gene expression.

## Discussion

ERK/MAP kinase signaling has been implicated in brain development, long-term memory, and in the response to antidepressants. Conditional *Braf* knockout mice enabled us to unravel a new role of ERK/MAPK signaling for emotional behavior. Braf^icko/juvenile^ and Braf^cko^ mutants, that complete *Braf* inactivation in principle forebrain neurons by the age of 4 or 6 weeks respectively, exhibited decreased anxiety-like behavior in the LD and EPM. We focused the further analysis of the mutant's phenotype on the hippocampus since this region has been shown to play an important role in emotional processing [35]–[37].

Since inhibitory GABAergic neurotransmission is a key modifier of anxiety, the anxiolytic phenotype of Braf^cko^ mice might have been caused by an increased release of GABA or an enhanced response of GABA_A_ receptors. A direct negative regulation of GABA_A_ receptors by ERK mediated phosphorylation has been demonstrated *in vitro* for the α1 subunit [29]. However, the analysis of GABAergic neurotransmission revealed the normal function of this system in the hippocampus of Braf^cko^ mice and does not explain their anxiolytic phenotype. A major function of ERK/MAPK signaling is the regulation of gene expression by the activation of the transcription factors CREB1 and ELK1. Gene expression analysis in the hippocampus of Braf^cko^ mutants revealed numerous up- or downregulated transcripts that could account for the behavioral and morphological phenotypes of these mutants. To identify the direct transcriptional targets of neuronal ERK/MAPK signaling, we analyzed the promoter regions of all differentially downregulated transcripts for the presence of CREB1 and ELK1 binding motifs. This analysis revealed an evolutionary conserved group of nine transcripts that can be regarded as the core of ERK/MAPK responsive genes in hippocampal neurons. Besides the immediate early genes *Egr1*/*Egr4* and the regulatory phosphatases *Dusp4*/*Dusp6*, which are known targets of MAPK signaling, we identified five genes that were previously unrecognized as ERK/MAPK targets. Three of these genes, early growth response 1 (*Egr1*), somatostatin (*Sst*), and brain-derived neurotrophic factor (*Bdnf*, transcript 3), are of particular interest since they play a role in neuronal activity and behavioral modification. Mutant mice with a complete depletion of the transcription factor *Egr1* show a strong anxiolytic phenotype in the elevated plus maze [38]. In *Braf* mutants, that exhibit reduced levels of *Egr1* mRNA, a similar effect was found in the two anxiety-related behavior tests. The somatostatin system subserves neuromodulatory roles in the brain, influencing motor activity, sleep, sensory processes, and cognitive functions. *Sst* expression has been found altered in bipolar disorder [39] and shown to control the migration of developing neurons [40]. A deficiency of mature BDNF and its receptor TrkB has been implicated in increased anxiety-related behavior and decreased neuronal complexity of hippocampal neurons [31], [41]. 

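Brain derived neurotrophic factor (*Bdnf*) is read by 6 probes of the array, of which 5 were bright enough to be tested. At the brightest probe, the log2 value was 6.52 ± 0.06 (SD, n = 5) in Braf cko and 6.86 ± 0.17 (SD, n = 6) in Braf flox mice, with all 5 Braf cko mice below the control mean. Its log2 change of -0.33 (standard error 0.08, adjusted p = 0.11 from limma) did not pass over all probes. Further *Bdnf* probes had -0.37 (standard error 0.09, adjusted p = 0.12), -0.50 (standard error 0.13, adjusted p = 0.13) and -0.29 (standard error 0.13, adjusted p = 0.43), and the last tested probe had 0.10 (standard error 0.08, adjusted p = 0.71). Taken alone, the brightest probe gave p = 0.0065 in an exact permutation test, two-sided, where 0.0022 is the smallest p that 5 mice against 6 allow. The files do not say which transcript variant of *Bdnf* a probe reads, so none of these values can be given to variant 3. The paper's qPCR gave a *Bdnf* ratio of Braf cko to control mice of 0.44. A *Bdnf* probe of the array passed without Braf flox replicate 2 (adjusted p = 0.028 from limma) and without Braf cko replicate 3 (adjusted p = 0.049). In CamkIIa-Cre mice, the brightest probe of that experiment had a change of -0.03 (standard error 0.10, adjusted p = 1.0).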

In Braf^cko^ mice, we observed a reduction of the *Bdnf* transcript variant 3 that initiates at the *Bdnf* promoter IV. This promoter was shown to be an initial target in the therapeutic action of the mood stabilizers lithium and valproic acid [42]. Furthermore, ERK/MAPK signaling has been found *in vitro* to act as positive regulator of dendritogenesis [43] and reduced neuronal complexity is also found in *Bdnf* and *TrkB* mutants. These mutants, however, exhibit increased anxiety behavior [31], [41]. In future studies it would be therefore interesting to further study the role of BDNF in mediating emotional behavior in *Braf* mutants and to investigate whether *Braf* mutants are still sensitive to antidepressant treatment or whether the loss of ERK/MAPK signaling and subsequent *Bdnf* inactivation prevent their action.

Finally, Mozhui et al. [44] found a correlation between stress-induced alterations in anxiety-related behavior and the Grin2a NMDA receptor, a known upstream activator of the ERK/MAPK pathway, which was accompanied by an overlap in gene expression alterations.

It is therefore possible that the reduced expression of these “core" genes and their downstream targets cause the altered anxiety behavior, but also the reduced neuronal complexity and the fragmented activity during the sleep period of Braf^cko^ mice. However, at present we cannot attribute the action of individual regulated genes directly to specific phenotypes of Braf^cko^ mice. As shown for *C. elegans*, ERK/MAPK controlled biological phenotypes are mediated by functional groups of 2–10 interacting proteins [45].

The fragmented activity pattern of Braf^cko^ mice and their increased activity during the resting phase may represent a disturbance of sleep, e.g. a delayed sleep onset. Since the disruption of sleep and circadian activity are associated with psychiatric disorders [46] it will be interesting to further study the sleeping behavior of *Braf* mutants and to investigate in inducible Braf^icko^ mice whether the fragmented activity phenotype results from developmental effects. Despite the alterations in gene expression, neuronal morphology, and reduced anxiety, Braf^cko^ mice exhibited normal depression-like behavior as measured by the FST and TST paradigms that are used to assess behavioral despair [47].

The influences of developmental gene knockouts on anxiety-related behavior have been widely discussed [48], and the early postnatal period has been found critical for the development of neural circuits that mediate anxiety and suggest the neurodevelopmental origin of anxiety disorders [49]. Using inducible 5-HT_1A_R deficient mice, it has been shown that adults exhibit increased anxiety if 5-HT_1A_R is absent during the third and fourth postnatal week, but not if it is absent in the adult brain [50]. During the postnatal period, the hippocampal neurocircuitry is rapidly maturing. For example, the development of basal and apical dendrites is achieved during the first to fourth week of life [51]. In addition, the formation of axonal terminals and dendritic spines in the hippocampal CA1 region is not completed before day 24 [52]. Since *Braf* becomes inactivated in Braf^cko^ mice 2–6 weeks after birth, we asked whether the anxiolytic phenotype of these mutants originates from postnatal developmental alterations. We compared inducible mutants that underwent *Braf* inactivation either in the early postnatal development or the adult brain. We found that the anxiolytic phenotype occurred only in *Braf* mutants that were induced at 3 weeks but not at the age of 9 weeks. This result suggests that a juvenile ERK/MAPK deficiency in forebrain principle neurons leads to long-lasting neurodevelopmental alterations that cause reduced anxiety in adults, providing further evidence for the postnatal period as critical for the establishment of normal anxiety behavior. As found for 5-HT_1A_R [50], in the adult brain ERK/MAPK signaling is not directly linked to anxiety. Therefore, it will be of interest to further study whether the anxiolytic phenotype of juvenile *Braf* mutants may be linked to alterations in serotonergic neurotransmission. In contrast to Braf^icko/juvenile^ and Braf^cko^ mice, Braf^icko/adult^ mutants exhibited reduced activity in the FST, suggesting that in the adult brain, ERK/MAPK signaling plays a role in the modulation of depression-like behavior. This finding is consistent with previous observations that associated ERK/MAPK signaling with depression-like behavior in adult mice and rats. Treatment of mice with the MEK inhibitor PD184161 increases depression-like behavior [13] whereas an increase of ERK/MAPK signaling was found upon treatment with the mood stabilizers lithium [14], [15] and valproic acid [15], [16]. In addition, it has been recently described that depressive subjects exhibit an increased activity of the MAPK phosphatase MKP-1 and that MKP-1 overactivity causes depressive behaviors in rodents [53]. Our results confirm the direct relationship of ERK/MAPK signaling and depression-like behavior but restrict this relation to the adult brain. The functional redirection of ERK/MAPK signaling may be mediated by distinct sets of activator and effector molecules that transduce different signals in the juvenile *versus* the adult brain. The ERK/MAPK pathway is known to be activated during embryogenesis by fibroblast growth factor receptors (FGFR) [54], while in the adult brain CRH receptor 1 and glucocorticoid receptor were shown to activate ERK [55], [56]. All of these receptors have been implicated in the modification of anxiety- and depression-like behavior, but further studies are required to define which of these receptors, or other receptors, are coupled to the ERK/MAPK pathway in the juvenile brain.

Our study is the first reporting a role of neuronal ERK/MAPK signaling for anxiety-like behavior in juvenile brain development and for depression-like behavior in the adult brain. The latter finding confirms that ERK/MAPK signaling is essential for the expression of normal behavior in the FST. Therefore, the MAP kinase phosphatases MKP-2, -3, -4, or -6, which mediate negative feedback inhibition of ERK kinases [57], may represent new targets for the development of antidepressive drugs. Given the effect of ERK/MAPK on emotional behavior, the genes that constitute this pathway could also play a role in the etiology of mental disorders. Our results suggest that alleles for *Braf* and other members of the ERK/MAPK pathway may represent risk factors for the development of psychiatric diseases, either by copy number variations in affected genotypes [58] or by altered epigenetic control of gene expression.

Besides the Braf^cko^ and Braf^icko/juvenile^ mutants, various knockout mouse models exhibit reduced adult anxiety-like behavior, like conditional mutants for *Crhr1* or the glucocorticoid receptor *Nr3c1* gene [59], [60]. Since gene inactivation in these models occurs before or during juvenile brain development by the use of noninducible Cre driver lines, it is possible that phenotypes reported from such early postnatal mutants represent developmental alterations and do not report the functional role of these genes in the adult brain.

Our results provide the first demonstration that an inducible, Cre/loxP-based conditional mutant allows to differentiate between gene function in the juvenile and adult brain. The future application of inducible gene inactivation in the brain is greatly facilitated by the International Knockout Mouse Consortium (IKMC, www.knockoutmouse.org) that provides Cre/loxP conditional alleles in ES cells and mice on a genome-wide scale. Moreover, since knockout mice are also used for the validation of drug targets [61], inducible gene inactivation could allow a better prediction of the action of future drugs in the adult brain. Our results from Braf^icko^ mice show that inducible gene inactivation faithfully reports on gene function in the adult brain and provides a valuable tool to study the genetic basis of psychiatric diseases.

## Supporting Information

Figure S1 **Structure of the Braf^flox^ allele and expression pattern analysis of the CamkIIa-CreER^T2^ mouse.** (**A**) In the Braf^flox^ allele, exon 14 of *Braf* is flanked by two Cre recombinase recognition (loxP) sites. Cre mediated excision of this exon leads to a reading frame shift and the production of a truncated, non-functional BRAF protein. (**B**) CamkIIa-CreER^T2^ mice were bred with the Gt(ROSA)26Sor Cre reporter line that exhibits β-galactosidase activity upon Cre recombination. Strong recombinase activity was observed in the cortex and hippocampus. Medium activity was found in striatum and hypothalamus. No differences for the induction ability of the CreER^T2^ were found between the 3^rd^, 6^th^, and 14^th^ week of age.
(PDF)

Figure S2 **Molecular characterization of CamkIIa-Cre and Braf^cko^ mice.** (**A**) Using a Cre reporter strain (Soriano, 1999), we confirmed the activity of the CamkIIa-Cre transgene in principle forebrain neurons (olfactory bulb (oB), cortex (Cx), hippocampus (Hc), and striatum (St)) and further observed recombination in the hypothalamus (Ht) and inferior colliculus (Ic), but not in the thalamus (Th), hindbrain (Hb), brainstem (Bs), or cerebellum (Cb). (**B**) Using Southern blot analysis of genomic DNA (Method S1), we found that the inactivation of *Braf* in the hippocampus and cortex (data not shown) of Braf^cko^ mice begins 2 weeks after birth and is complete at the age of 6 weeks. (**C**) In Western blots from adult mutants, we observed strongly reduced BRAF levels in forebrain regions, a lower reduction in the midbrain, and no reduction in the brainstem and the cerebellum of Braf^cko^ mice. (**D–H**) As shown by immunohistochemistry, the BRAF protein was absent from the glutamatergic neurons of the dentate gyrus (**D, E**), the hippocampus (**F**), and the cortex of mutant mice (**G**). In contrary, BRAF signals in cerebellum (**H**) and in parvalbumin-positive interneurons of the hippocampus were comparable to controls (**I**).
(PDF)

Figure S3 **Behavioral analysis of CamkIIa-Cre mice.** 29 CamkIIa-Cre mice and 29 littermate controls (lacking the Cre transgene) were analyzed and no alterations in locomotion, social interaction, object recognition, anxiety- and depression-related behavior, and motorcoordination were found in the modified hole board (**A–F**), the elevated plus maze (**G**), the forced swim test (**H**), and the accelerating rotarod (**I**). Data of male and female subjects were pooled as no sex differences were found. (n.s.: not significant, *: *P*<0.05).
(PDF)

Figure S4 **GABA_A_ receptor-mediated inhibition is not enhanced in hippocampi from Braf^cko^ mice.** (**A**) Amplitudes of CA1 population spikes (extracellular recording) are plotted as function of stimulus intensity to determine input-output relationship. (**B–D**) are from whole-cell recordings of CA1 pyramidal cells. (**B**) Input-output relationship for evoked IPSCs showed reduced response in CA1 pyramidal cells of Braf^cko^ mice to nearby electrical stimuli delivered close to pyramidal cell layer compared to evoked IPSC responses in control cells (*: p<0.05). (**C**) Train stimuli (delivered at 20 Hz, inset) revealed no significant difference in frequency depression during train between mutant and control neurons. The histogram plots normalized IPSC amplitude relative to amplitude of first IPSC. (**D**) The GABA_A_ receptor agonist muscimol (1 µM) induced similar postsynaptic currents in mutant and control neurons (left columns, p>0.05). Inset illustrates representative muscimol-evoked current response in a control neuron. Downward deflections in the trace reflect spontaneous IPSCs (sp IPSCs), which occurred at about the same frequency in neurons from both lines of mice (right columns, p>0.05).
(PDF)

Table S1 **Gene expression analysis of hippocampal RNA of adult Braf^cko^ mice revealed 165 differentially expressed transcripts (124 downregulated, 41 upregulated,** ***P*** **<0.05).** In total, 150 individual genes were affected, 111 were downregulated and 39 were upregulated. (#: transcripts were found to be also regulated in CamkIIa-Cre controls and therefore excluded from further studies).

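Among the transcripts that Table S1 gives as lower, many were lower in the deposited intensities too. *Igfbp4*, which binds insulin-like growth factors, had a log2 change of -0.63 in Braf cko mice (standard error 0.08, adjusted p = 0.0025 from limma), the receptor gene *Tnfrsf12a* one of -0.68 (adjusted p = 0.0081) and the amino acid transporter gene *Slc38a5* one of -0.60 (adjusted p = 0.023). Others had changes of like size that did not pass, such as *Tac1*, the precursor of substance P (-0.66, standard error 0.15, adjusted p = 0.074), the calcium-binding protein gene *Calb1* (-0.53, adjusted p = 0.068) and the calcium channel gene *Cacna2d1* (-0.73, adjusted p = 0.19). Of the 124 lower transcripts of the paper's list, 105 were matched to a probe, 91 by accession and 14 by gene symbol, and 103 of these were tested. In all, 62 of the 124, or 50%, were also lower here at an adjusted p under 0.05 at any matched probe, not always the brightest. These are 60.2% of those tested. The other 41 tested did not pass, at adjusted p values of 0.051 to 0.95, although 39 of them had a negative change, with a median of -0.51. None was higher. Since list and values come from the same arrays, the overlap compares 2 ways of processing them, not 2 experiments. Without Braf cko replicate 4, the share was 33.1%. The higher part of the list was held with 40 of its 41 transcripts, so that no share is given for it.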

(PDF)

Table S2 **qPCR validation of 22 candidate genes from the microarray results.** Genes were classified by gene ontology and MeSH analysis. (*: mean values due to multiple transcripts detected in microarray; s.d.: standard deviation).

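Table S2 sets the arrays beside qPCR for 22 genes, for which it gives the ratio of Braf cko to control mice from each method. Its qPCR ratios were set here beside the log2 changes from the deposited array intensities, for the 20 genes with a tested probe, at the probe that was brightest over the arrays. All 20 had the same sign in both, and the paper's qPCR change was the larger of the pair in 17. For *Dusp6*, the array gave a log2 change of -1.30 and the paper's qPCR one of -2.00, and for *Npy* the pair was -1.18 and, as the paper's, -1.32. The paper's value for *Gria3*, -0.18, was smaller than that of the array, -0.32. Across the 20 genes, Pearson's r was 0.90 (permutation test, two-sided, p = 1.0e-05, the smallest that 100000 resamples can give) and Spearman's rho was 0.81 (permutation test, p = 5.0e-05). This was the 1 relation computed, so that no adjustment applies. Genes are not independent replicates, and the study chose these on the arrays. For *Etv1* this is the probe with -0.55 and not the one brightest over the animals, with which r was 0.90 too. Without *Prss12* and *Mycl1*, the genes farthest from the median of the arrays, r was 0.79.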

(DOC)

Table S3 **Bioinformatic prediction of CREB1 and ETS/SRF target genes.** *: position relative to transcription start site (TSS); #: Hs, Homo sapiens (human); Mm, Mus musculus (mouse); Rn, Rattus norvegicus (rat); Cfa, Canis lupus familiaris (dog); Bt, Bos taurus (cattle); Eca, Equus caballus (horse); Pt, Pan troglodytes (chimpanzee); Mmu Macaca mulatta (rhesus monkey); Ssc, Sus scrofa (wild boar); Gga, Gallus gallus (chicken); Mdm, Monodelphis domestica (short-tailed opossum); Dr, Danio rerio (zebrafish); §: binding sites both on sense and antisense strand; x: sequences aligned in the region of the ETS binding site. All gene symbols, promoter, and transcript identifier were derived from the promoter sequence retrieval database ElDorado (Genomatix, Munich, Germany). Selection of putative target genes was based on significantly downregulated genes from microarray datasets of Braf^cko^ and control mice. Promoter sequences from up to ten different mammalian species were aligned with the DiAlign TF program in the Genomatix software suite GEMS Launcher to evaluate overall promoter similarity and to identify conserved CREB1 and ETS/SRF binding sites (BSs). The promoter regions were defined as ∼900 bp upstream and 100 bp downstream of the transcriptional start site (TSS). Position weight matrices were used according to Matrix Family Library Version 8.1 (June 2009) for promoter analyses. BS or combination of BSs (i.e. Module) were considered as “conserved BS/Module" only if the promoter sequences for all given orthologs could be aligned in the region of CREB1 BS or ETS/SRF Module with the help of the DiAlign TF program (using default settings). The ETS/SRF module was defined by the ModelInspector (Genomatix/GEMS Launcher) with a distance of 9 to 19 bp between the ETS and the SRF BS and was tested for its presence in the c-fos promoter of different species. The genes in the first column were ranked by the degree of conservation of predicted CREB1 BS or ETS/SRF module across ten mammalian species. The higher the amount of conserved sites in an increasing number of orthologous promoter sequences, the higher is the rank of the corresponding gene listed from top to bottom.
(PDF)

Method S1 **Southern blot analysis.**
(PDF)

Method S2 **Behavioral testings: Modified hole board and Accelerating rotarod.**
(PDF)

# Supplementary material for: MAPK Signaling Determines Anxiety in the Juvenile Mouse Brain but Depression-Like Behavior in Adults
**Source:** PLoS One. 2012 Apr 18;7(4):e35035. doi: 10.1371/journal.pone.0035035

Figure S1. Structure of the *Braf*^{fllox} allele and expression pattern analysis of the Camklla-CreER^{T2} mouse.

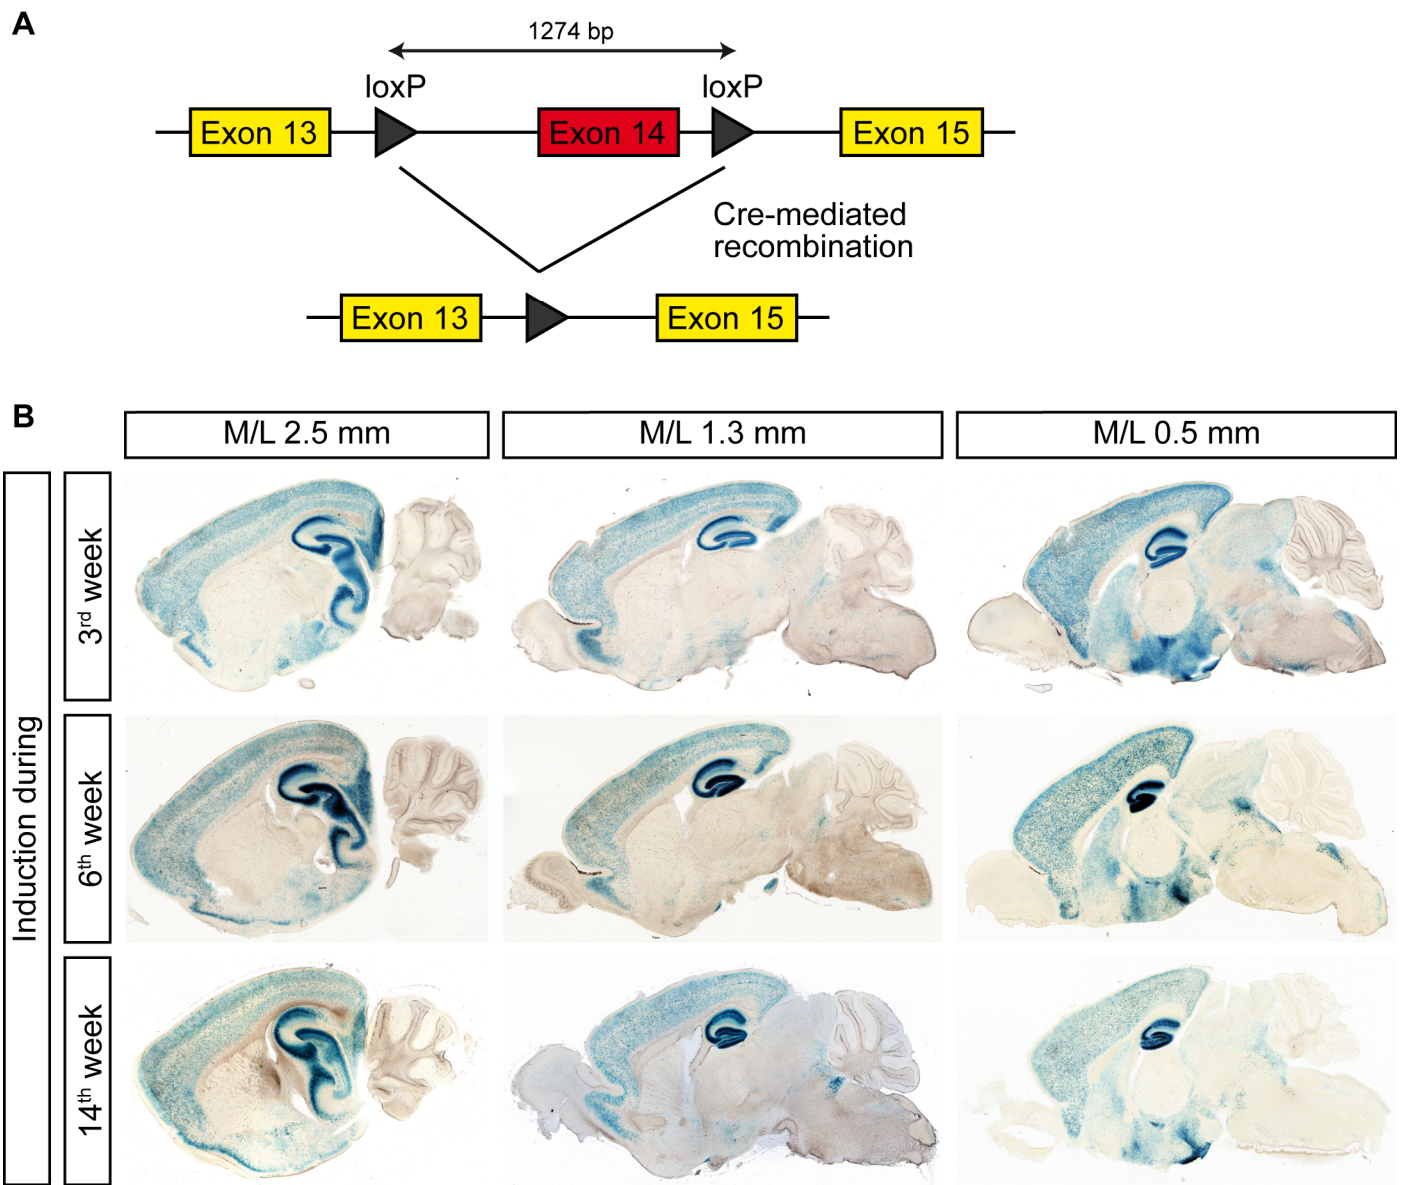

**Supplement:** Figure S1 — Structure of the Brafflox allele and expression pattern analysis of the CamkIIa-CreERT2 mouse. (A) In the Brafflox allele, exon 14 of Braf is flanked by two Cre recombinase recognition (loxP) sites. Cre mediated excision of this exon leads to a reading frame shift and the production of a truncated, non-functional BRAF protein. (B) CamkIIa-CreERT2 mice were bred with the Gt(ROSA)26Sor Cre reporter line that exhibits β-galactosidase activity upon Cre recombination. Strong recombinase activity was observed in the cortex and hippocampus. Medium activity was found in striatum and hypothalamus. No differences for the induction ability of the CreERT2 were found between the 3rd, 6th, and 14th week of age.

# Supplementary material for: MAPK Signaling Determines Anxiety in the Juvenile Mouse Brain but Depression-Like Behavior in Adults
**Source:** PLoS One. 2012 Apr 18;7(4):e35035. doi: 10.1371/journal.pone.0035035

Figure S4. GABA_A receptor-mediated inhibition is not enhanced in hippocampi from Brat^{cko} mice.

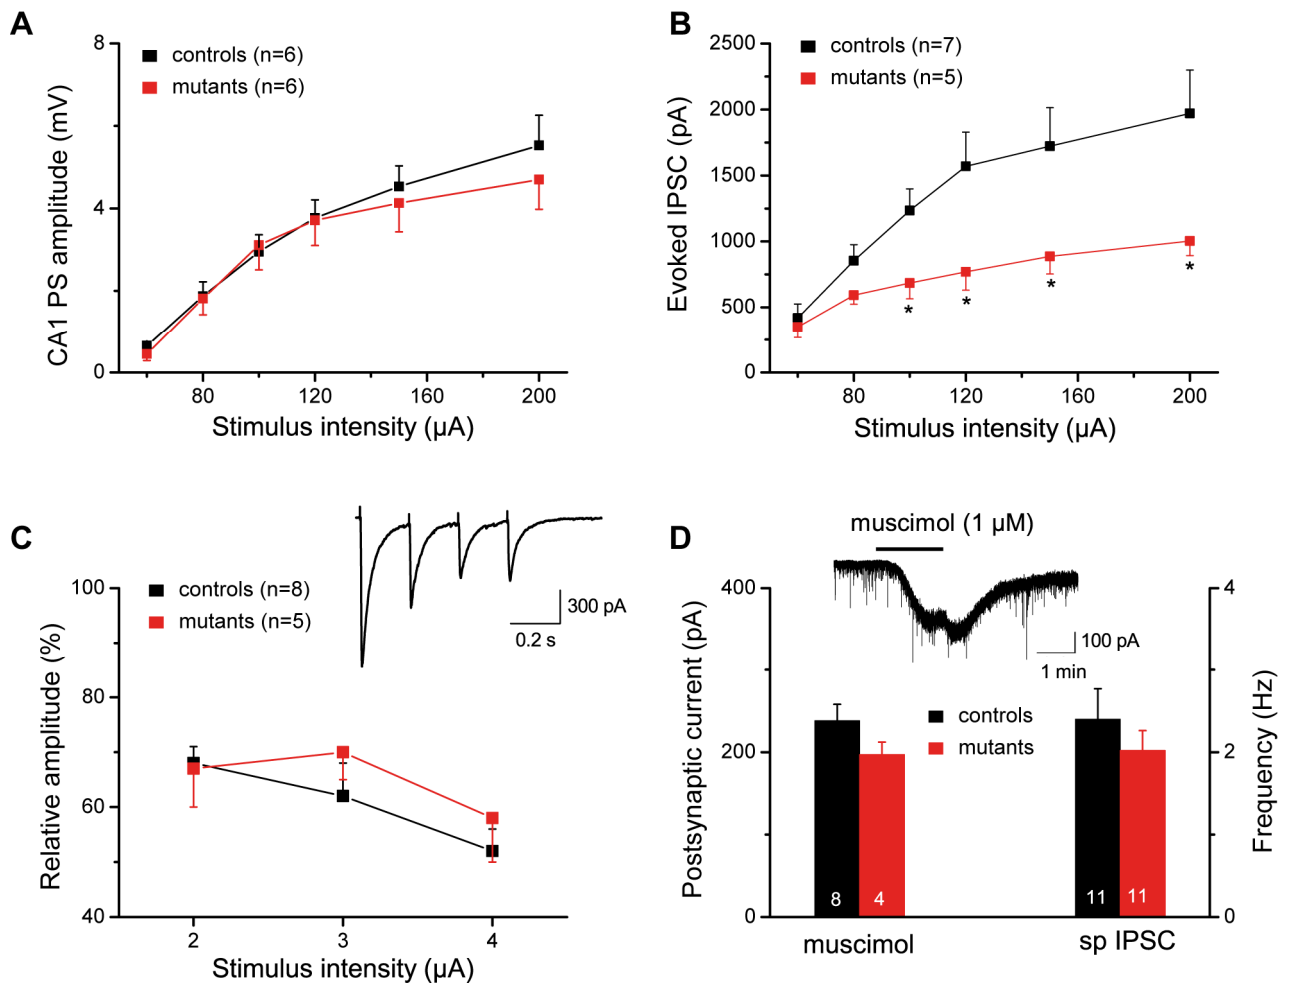

**Supplement:** Figure S4 — GABAA receptor-mediated inhibition is not enhanced in hippocampi from Brafcko mice. (A) Amplitudes of CA1 population spikes (extracellular recording) are plotted as function of stimulus intensity to determine input-output relationship. (B–D) are from whole-cell recordings of CA1 pyramidal cells. (B) Input-output relationship for evoked IPSCs showed reduced response in CA1 pyramidal cells of Brafcko mice to nearby electrical stimuli delivered close to pyramidal cell layer compared to evoked IPSC responses in control cells (*: p<0.05). (C) Train stimuli (delivered at 20 Hz, inset) revealed no significant difference in frequency depression during train between mutant and control neurons. The histogram plots normalized IPSC amplitude relative to amplitude of first IPSC. (D) The GABAA receptor agonist muscimol (1 µM) induced similar postsynaptic currents in mutant and control neurons (left columns, p>0.05). Inset illustrates representative muscimol-evoked current response in a control neuron. Downward deflections in the trace reflect spontaneous IPSCs (sp IPSCs), which occurred at about the same frequency in neurons from both lines of mice (right columns, p>0.05).

# Supplementary material for: MAPK Signaling Determines Anxiety in the Juvenile Mouse Brain but Depression-Like Behavior in Adults
**Source:** PLoS One. 2012 Apr 18;7(4):e35035. doi: 10.1371/journal.pone.0035035
**Supplement:** Table S1 — Gene expression analysis of hippocampal RNA of adult Brafcko mice revealed 165 differentially expressed transcripts (124 downregulated, 41 upregulated, P <0.05). In total, 150 individual genes were affected, 111 were downregulated and 39 were upregulated. (#: transcripts were found to be also regulated in CamkIIa-Cre controls and therefore excluded from further studies).

Table S1.

Symbol	Name	Accession	fold change	<i>P</i> _{adj}
**downregulated**				
C330006P03Rik	RIKEN cDNA C330006P03 gene	AK049142	-3.04	<0.001
Cyp26b1	cytochrome P450, family 26, subfamily b, polypeptide 1	NM_175475.2	-2.76	<0.001
Dusp6	dual specificity phosphatase 6	NM_026268.1	-2.46	<0.001
Pla2g4e	phospholipase A2, group IVE	NM_177845	-2.46	0.023
Htr5b	5-hydroxytryptamine (serotonin) receptor 5B	NM_010483.2	-2.37	<0.001
Crhbp	corticotropin releasing hormone binding protein	NM_198408.1	-2.35	<0.001
Npy	neuropeptide Y	NM_023456.2	-2.27	<0.001
Egr4	early growth response 4	NM_020596.1	-2.24	0.010
Cort	cortistatin	NM_007745.2	-2.22	0.003
Egr1	early growth response 1	NM_007913.2	-2.13	0.008
Rasd1	RAS, dexamethasone-induced 1	NM_009026.1	-2.11	<0.001
Dusp6	dual specificity phosphatase 6	NM_026268.1	-2.09	0.001
Wnt9a	wingless-type MMTV integration site 9A	NM_139298	-2.05	0.039
Ky	kyphoscoliosis peptidase	NM_024291	-2.03	<0.001
Nptx2	neuronal pentraxin 2	NM_016789.2	-2.01	<0.001
Scg5	secretogranin V	NM_009162.2	-1.97	0.003
Dusp5	dual specificity phosphatase 5	NM_001085390	-1.90	0.021
Oxr1 [#]	oxidation resistance 1	NM_130885.1	-1.90	<0.001
Hcrtr1	hypocretin (orexin) receptor 1	NM_198959.1	-1.88	<0.001
Zfp2 [#]	zinc finger protein, multitype 2	NM_011766.2	-1.87	<0.001
Dusp4	dual specificity phosphatase 4	NM_176933	-1.86	0.006
Etv5	ets variant gene 5	NM_023794	-1.85	<0.001
Mboat2	membrane bound O-acyltransferase domain containing 2	NM_026037.2	-1.83	0.023
Efcab6	EF-hand calcium binding domain 6	NM_029946.3	-1.82	<0.001
3110047M12Rik [#]	RIKEN cDNA 3110047M12 gene	AK014186	-1.81	<0.001
Sst	somatostatin	NM_009215.1	-1.80	<0.001
Cort	cortistatin	NM_007745.2	-1.73	0.018
Dusp4	dual specificity phosphatase 4	NM_176933.3	-1.72	0.002
Gpnmb	glycoprotein (transmembrane) nmb	NM_053110.2	-1.72	0.009
Oxr1 [#]	oxidation resistance 1	NM_001130166	-1.72	<0.001
Thsd4	thrombospondin, type I, domain containing 4	NM_172444.1	-1.71	0.015
Per2	period homolog 2 (Drosophila)	NM_011066.1	-1.69	0.011
Klk8	kallikrein related-peptidase 8	NM_008940.1	-1.68	0.018
9630021O20Rik	RIKEN clone 9630021O20	AK079321	-1.67	0.040
Synj2	synaptojanin 2	AK038038	-1.66	0.022
C2cd4b	C2 calcium-dependent domain containing 4B	XM_134869.3	-1.66	0.048
Cacna2d1	calcium channel, voltage-dependent, alpha2/delta subunit 1	NM_009784.1	-1.66	0.002
Midn	midnolin	NM_021565.1	-1.64	0.001
Fjx1	four jointed box 1 (Drosophila)	NM_101218.1	-1.62	0.049
Csrnp1	cysteine-serine-rich nuclear protein 1	NM_153287.2	-1.61	0.003
Tnfrsf12a	tumor necrosis factor receptor superfamily, member 12a	NM_013749.1	-1.61	0.009
Zranb3	zinc finger, RAN-binding domain containing 3	NM_027678	-1.60	0.005
2900060B14Rik	RIKEN cDNA 2900060B14 gene	NR_027901	-1.60	0.001
Ryr1	ryanodine receptor 1, skeletal muscle	NM_009109	-1.59	0.006
Tac1	tachykinin 1	NM_009311.1	-1.58	0.006
Trib2	tribbles homolog 2 (Drosophila)	NM_144551.3	-1.58	0.017
LOC329646	hypothetical gene LOC329646	XM_287235.2	-1.56	0.012
Cd59a	CD59a antigen	NM_007652.2	-1.56	0.019
Igfbp4	insulin-like growth factor binding protein 4	NM_010517.2	-1.55	<0.001
Oxr1	oxidation resistance 1	NM_130885.1	-1.55	0.019
Igfbp4	insulin-like growth factor binding protein 4	NM_010517.2	-1.53	0.002
Zbtb7	zinc finger and BTB domain containing 7a	NM_010731.1	-1.53	0.011
Fibcd1	fibrinogen C domain containing 1	NM_178887.2	-1.53	0.034
Masp1	mannan-binding lectin serine peptidase 1	NM_008555	-1.52	0.006
Slc38a5	solute carrier family 38, member 5	NM_172479.1	-1.52	0.003
Camk1g	calcium/calmodulin-dependent protein kinase I gamma	NM_144817.1	-1.52	0.004
2900060N12Rik	RIKEN cDNA 2900060N12 gene	NM_183095.1	-1.51	0.019
Cck	cholecystokinin	NM_031161.1	-1.51	0.003
Car4	carbonic anhydrase 4	NM_007607.1	-1.51	0.034
Chd4	chromodomain helicase DNA binding protein 4	NM_145979.1	-1.51	0.023
Arhgef10	Rho guanine nucleotide exchange factor (GEF) 10	NM_172751.1	-1.50	0.023
Zap70	zeta-chain (TCR) associated protein kinase	NM_009539.2	-1.49	0.011
Zyx	zyxin	NM_011777.1	-1.48	0.008
Shc3	src homology 2 domain-containing transforming protein C3	NM_009167.1	-1.48	0.040
Gm336	predicted gene 336	XM_140607.1	-1.47	0.015
Etv1	ets variant gene 1	NM_007960.1	-1.46	0.012

Mtap2	microtubule-associated protein 2	AK079618	-1.46	0.037
Spred1	sprouty protein with EVH-1 domain 1, related sequence	NM_033524	-1.45	0.004
Calb1	calbindin 1	NM_009788	-1.45	0.023
Pde1a	phosphodiesterase 1A, calmodulin-dependent	NM_016744.1	-1.44	0.034
Tpd5211	tumor protein D52-like 1	NM_009413.1	-1.44	0.009
Bcl6	B-cell leukemia/lymphoma 6	NM_009744.2	-1.44	0.023
Hs3st1	heparan sulfate (glucosamine) 3-O-sulfotransferase 1	NM_010474.1	-1.43	0.006
A630022G20Rik	RIKEN clone A630022G20	AK041581	-1.43	0.008
Ppapdc2	phosphatidic acid phosphatase type 2 domain containing 2	NM_028922	-1.42	0.010
Fam19a1	family with sequence similarity 19, member A1	NM_182808.1	-1.42	0.010
Pex5l	peroxisomal biogenesis factor 5-like	AK044552.1	-1.42	0.020
Asap2	ArfGAP with SH3 domain, ankyrin repeat and PH domain 2	NM_001004364	-1.42	0.014
A130009M03Rik	RIKEN clone A130009M03	AK037351	-1.42	0.033
Osbpl3	oxysterol binding protein-like 3	NM_027881.1	-1.41	0.025
Bdnf	brain derived neurotrophic factor	AY057913	-1.41	0.036
Cdh10	cadherin 10	NM_009865	-1.41	0.009
Camk1g	calcium/calmodulin-dependent protein kinase I gamma	NM_144817	-1.40	0.019
Bach2	BTB and CNC homology 2	NM_007521.2	-1.40	0.011
Tpd5211	tumor protein D52-like 1	NM_009413.1	-1.39	0.016
Etv1	ets variant gene 1	NM_007960.1	-1.38	0.033
Zfpm1	zinc finger protein, multitype 1	NM_009569.1	-1.38	0.019
A630020C08Rik	RIKEN clone A630020C08	AK041540	-1.37	0.022
Tuft1	tuftelin 1	NM_011656.1	-1.37	0.023
Ttc39b	tetratricopeptide repeat domain 39B	NM_025782.2	-1.37	0.048
Fam19a1	family with sequence similarity 19, member A1	NM_182808	-1.36	0.022
Stard8	START domain containing 8	NM_199018.1	-1.36	0.045
Zfp326	zinc finger protein 326	NM_018759.1	-1.36	0.034
Scn3b	sodium channel, voltage-gated, type III, beta	NM_153522.1	-1.36	0.019
Neto2	neuropilin (NRP) and tolloid (TLL)-like 2	NM_001081324	-1.35	0.019
C030027H14Rik	RIKEN cDNA C030027H14 gene	AK021106	-1.35	0.042
Rhobtb1	Rho-related BTB domain containing 1	XM_125637	-1.34	0.039
Sgk1	serum/glucocorticoid regulated kinase 1	NM_011361	-1.34	0.042
Gria3	glutamate receptor, ionotropic, AMPA3 (alpha 3)	NM_016886.1	-1.34	0.027
Itp1	inositol 1,4,5-triphosphate receptor 1	NM_0110585.2	-1.34	0.021
Sept6	septin 6	NM_019942.2	-1.34	0.019
Homer1	homer homolog 1 (Drosophila)	NM_147176.1	-1.34	0.049
Anks1b	ankyrin repeat and sterile alpha motif domain containing 1B	NM_181398.2	-1.33	0.049
Pramef8	PRAME family member 8	NM_172877.1	-1.33	0.016
Lmo2	LIM domain only 2	NM_008505.3	-1.32	0.049
Fam98c	family with sequence similarity 98, member C	NM_028661.1	-1.32	0.044
Bhlhe40	basic helix-loop-helix family, member e40	NM_011498.2	-1.31	0.017
Tns1	tensin 1	XM_355214.1	-1.31	0.027
Mast4	microtubule associated serine/threonine kinase family member 4	XM_283179.2	-1.31	0.042
Exph5	exophilin 5	NM_176846	-1.31	0.030
Elmo2	engulfment and cell motility 2, ced-12 homolog (C. elegans)	NM_080287.2	-1.31	0.042
Magi1	membrane associated guanylate kinase, WW and PDZ domain containing 1	AK031353	-1.31	0.042
Dcbld1	discoidin, CUB and LCCL domain containing 1	NM_025705	-1.31	0.034
Cds1	CDP-diacylglycerol synthase 1	NM_173370.3	-1.30	0.048
Tmem25	transmembrane protein 25	NM_027865.1	-1.30	0.038
Lypla2	lysophospholipase 2	NM_011942.1	-1.30	0.026
C030007I01Rik	RIKEN cDNA C030007I01 gene	AK021055	-1.30	0.036
9330154F10Rik	RIKEN cDNA 9330154F10 gene	AK020373	-1.30	0.034
D15Wsu169e	DNA segment, Chr 15, Wayne State University 169, expressed	NM_198420.1	-1.29	0.031
A830055N07Rik	RIKEN cDNA A830055N07 gene	AK034366	-1.29	0.048
Trappc6b	trafficking protein particle complex 6B	XM_127025.2	-1.28	0.049
Rlbp1	retinaldehyde binding protein 1	NM_020599.1	-1.28	0.048
Psmd8	proteasome (prosome, macropain) 26S subunit, non-ATPase, 8	NM_026545.1	-1.27	0.049
LOC383514	similar to Lix1 protein (LOC383514)	XM_357101.1	-1.27	0.048
**upregulated**				
Opr1	opioid receptor-like 1	NM_011012.2	1.26	0.048
Dgat2	diacylglycerol O-acyltransferase 2	NM_026384.2	1.27	0.049
Magi3	membrane associated guanylate kinase, WW and PDZ domain containing 3	NM_133853	1.29	0.040
Syn2	synapsin II	AK043584	1.30	0.047
D530007H06Rik	RIKEN clone D530007H06	AK052561	1.30	0.042
Mycl1	v-myc myelocytomatosis viral oncogene homolog 1, lung carcinoma derived (avian)	NM_008506.2	1.31	0.030
Pak4	p21 protein (Cdc42/Rac)-activated kinase 4	NM_027470.2	1.32	0.022
Cdca7l	cell division cycle associated 7 like	NM_146040.1	1.33	0.019
9530019H20Rik	RIKEN cDNA 9530019H20 gene	NM_177308.2	1.33	0.047
Mbd4	methyl-CpG binding domain protein 4	NM_010774.1	1.33	0.033
Ehd1	EH-domain containing 1	NM_010119.3	1.34	0.016

Cygb	cytoglobin	NM_030206.1	1.34	0.017
C630001G18Rik	RIKEN cDNA C630001G18 gene	AK048185	1.35	0.013
D230046F09Rik	RIKEN clone D230046F09	AK052106	1.38	0.022
Neurod2	neurogenic differentiation 2	NM_010895	1.39	0.023
Lypd1	Ly6/Plaur domain containing 1	NM_145100.2	1.39	0.035
Cxcl12	chemokine (C-X-C motif) ligand 12	NM_021704.1	1.40	0.049
Cacna1g	calcium channel, voltage-dependent, T type, alpha 1G subunit	NM_009783.1	1.41	0.026
Abcb10	ATP-binding cassette, sub-family B (MDR/TAP), member 10	NM_019552.1	1.41	0.034
Slc24a4	solute carrier family 24 (sodium/potassium/calcium exchanger), member 4	NM_172152	1.41	0.014
C030009J22Rik	RIKEN cDNA C030009J22 gene	AK044617	1.41	0.019
Ncrna00081	non-protein coding RNA 81	NR_027828	1.41	0.022
Igfbp5	insulin-like growth factor binding protein 5	NM_010518	1.43	0.016
2900084I15Rik	RIKEN cDNA 2900084I15 gene	AK013819	1.43	0.006
Prss12	protease, serine, 12 neurotrypsin (motopsin)	NM_008939.1	1.43	0.022
Smoc2	SPARC related modular calcium binding 2	NM_022315.1	1.48	0.019
Ntn2	netrin G2	NM_133500	1.48	0.002
Spata13	spermatogenesis associated 13	XM_147847.4	1.50	0.009
B930095M22Rik	RIKEN cDNA B930095M22 gene	AK047590	1.50	0.006
Lpl	lipoprotein lipase	NM_008509.1	1.50	0.041
Slc24a4	solute carrier family 24 (sodium/potassium/calcium exchanger), member 4	NM_172152.1	1.54	0.003
Gpc3	glypican 3	NM_016697.2	1.54	0.002
Fam101b	family with sequence similarity 101, member B	XM_203453	1.54	0.023
Prss12	protease, serine, 12 neurotrypsin (motopsin)	NM_008939.1	1.54	0.006
Nos1	nitric oxide synthase 1, neuronal	NM_008712	1.59	0.013
Wnk4	WNK lysine deficient protein kinase 4	NM_175638	1.67	0.005
Ras10a	RAS-like, family 10, member A	NM_145216.2	1.73	0.002
Cartpt	CART prepropeptide	NM_013732.3	1.75	<0.001
Rnf170	ring finger protein 170	NM_029965	1.81	<0.001
Ctdspl2	CTD small phosphatase like 2	NM_212450	1.99	0.026

# Supplementary material for: MAPK Signaling Determines Anxiety in the Juvenile Mouse Brain but Depression-Like Behavior in Adults
**Source:** PLoS One. 2012 Apr 18;7(4):e35035. doi: 10.1371/journal.pone.0035035
**Supplement:** Table S2 — qPCR validation of 22 candidate genes from the microarray results. Genes were classified by gene ontology and MeSH analysis. (*: mean values due to multiple transcripts detected in microarray; s.d.: standard deviation).

Table S2.

|  |  | **Microarray** | |  | **qPCR Validation** | |  | **Transcription factor** | **IEG** | **Behavior-related** | **Neuronal development** | **Circadian Rhythm** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **Symbol** | **Gene name** | **ratio** | ***Padj*** |  | **ratio** | **s.d.** |  |  |  |  |  |  |
| Bach2 | BTB and CNC homology 2 | 0.71 | <0.02 |  | 0.75 | 0.14 |  | x |  |  |  |  |
| Bcl6 | B-cell leukemia/lymphoma 6 | 0.69 | <0.05 |  | 0.72 | 0.18 |  | x |  |  |  |  |
| Bdnf | brain derived neurotrophic factor | 0.71 | <0.05 |  | 0.44 | 0.08 |  |  | x | x | x | x |
| Bhlhe40 | basic helix-loop-helix family, member e40 | 0.76 | <0.02 |  | 0.65 | 0.06 |  | x |  | x |  | x |
| Camk1g | calcium/calmodulin-dep. protein kinase I gamma | 0.68* | <0.02* |  | 0.57 | 0.10 |  |  | x | x |  |  |
| Cck | cholecystokinin | 0.66 | <0.01 |  | 0.61 | 0.08 |  |  | x | x | x | x |
| Crhbp | corticotropin releasing hormone binding protein | 0.43 | <0.001 |  | 0.42 | 0.10 |  |  |  | x |  |  |
| Dusp6 | dual specificity phosphatase 6 | 0.44* | <0.01* |  | 0.25 | 0.06 |  |  | x |  |  | x |
| Egr1 | early growth response 1, Zif268 | 0.47 | <0.01 |  | 0.28 | 0.03 |  | x | x | x | x | x |
| Egr4 | early growth response 4 | 0.45 | <0.01 |  | 0.34 | 0.08 |  | x | x |  |  |  |
| Etv1 | ets variant gene 1 | 0.70* | <0.05* |  | 0.57 | 0.07 |  | x |  | x |  |  |
| Etv5 | ets variant gene 5 | 0.54 | <0.001 |  | 0.44 | 0.06 |  | x |  |  |  |  |
| Gria3 | glutamate receptor, ionotropic, AMPA3 (alpha 3) | 0.75 | <0.05 |  | 0.88 | 0.10 |  |  |  | x |  |  |
| Homer1 | homer homolog 1 (Drosophila) | 0.75 | <0.05 |  | 0.49 | 0.05 |  |  |  | x |  |  |
| Klk8 | kallikrein related-peptidase 8 | 0.60 | <0.02 |  | 0.52 | 0.07 |  |  |  | x | x |  |
| Mycl1 | v-myc myelocytomatosis viral oncogene homolog 1 | 1.31 | <0.05 |  | 1.32 | 0.19 |  | x |  |  |  |  |
| Npy | Neuropeptide Y | 0.44 | <0.001 |  | 0.40 | 0.05 |  |  | x | x |  |  |
| Per2 | period homolog 2 (Drosophila) | 0.59 | <0.02 |  | 0.52 | 0.08 |  | x |  | x |  | x |
| Prss12 | protease, serine, 12 neurotrypsin (motopsin) | 1.49* | <0.02* |  | 1.53 | 0.13 |  |  |  | x |  |  |
| Rasd1 | RAS, dexamethasone-induced 1 | 0.47 | <0.001 |  | 0.28 | 0.10 |  |  |  |  |  | x |
| Spred1 | sprouty protein with EVH-1 domain 1, rel. sequence | 0.69 | <0.01 |  | 0.52 | 0.04 |  |  |  | x |  |  |
| Zfpm1 | zinc finger protein, multitype 1 | 0.73 | <0.02 |  | 0.65 | 0.14 |  | x |  |  |  |  |

# Supplementary material for: MAPK Signaling Determines Anxiety in the Juvenile Mouse Brain but Depression-Like Behavior in Adults
**Source:** PLoS One. 2012 Apr 18;7(4):e35035. doi: 10.1371/journal.pone.0035035
**Supplement:** Table S3 — Bioinformatic prediction of CREB1 and ETS/SRF target genes. *: position relative to transcription start site (TSS); #: Hs, Homo sapiens (human); Mm, Mus musculus (mouse); Rn, Rattus norvegicus (rat); Cfa, Canis lupus familiaris (dog); Bt, Bos taurus (cattle); Eca, Equus caballus (horse); Pt, Pan troglodytes (chimpanzee); Mmu Macaca mulatta (rhesus monkey); Ssc, Sus scrofa (wild boar); Gga, Gallus gallus (chicken); Mdm, Monodelphis domestica (short-tailed opossum); Dr, Danio rerio (zebrafish); §: binding sites both on sense and antisense strand; x: sequences aligned in the region of the ETS binding site. All gene symbols, promoter, and transcript identifier were derived from the promoter sequence retrieval database ElDorado (Genomatix, Munich, Germany). Selection of putative target genes was based on significantly downregulated genes from microarray datasets of Brafcko and control mice. Promoter sequences from up to ten different mammalian species were aligned with the DiAlign TF program in the Genomatix software suite GEMS Launcher to evaluate overall promoter similarity and to identify conserved CREB1 and ETS/SRF binding sites (BSs). The promoter regions were defined as ∼900 bp upstream and 100 bp downstream of the transcriptional start site (TSS). Position weight matrices were used according to Matrix Family Library Version 8.1 (June 2009) for promoter analyses. BS or combination of BSs (i.e. Module) were considered as “conserved BS/Module" only if the promoter sequences for all given orthologs could be aligned in the region of CREB1 BS or ETS/SRF Module with the help of the DiAlign TF program (using default settings). The ETS/SRF module was defined by the ModelInspector (Genomatix/GEMS Launcher) with a distance of 9 to 19 bp between the ETS and the SRF BS and was tested for its presence in the c-fos promoter of different species. The genes in the first column were ranked by the degree of conservation of predicted CREB1 BS or ETS/SRF module across ten mammalian sp

Table S3. Bioinformatic prediction of CREB1 and ETS/SRF target genes.

How the deposited data were processed for this re-analysis (not part of the article)

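Gene expression in the complete hippocampus was measured on Illumina MouseWG-6 BeadChips in 2 experiments. The first compared 5 male Braf cko mice with 6 male Braf flox littermates at 4 months of age, and the second 6 CamkIIa-Cre mice with 6 wildtype littermates at 6 months. In the first, 1 Braf cko mouse had 2 arrays and the others 1 each. In the second, every mouse had 2 arrays, so that 36 arrays stood for 23 animals. Condition, animal number and technical array were taken from the sample labels.

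The authors used the R packages beadarray, limma and vsn and deposited, for each probe and array, an intensity on a linear scale that was normalized between arrays. The paper's text gives no order of steps, no settings, no filter on probes and no software versions. The array medians, 51.8 to 53.3 in the Braf experiment and 64.98 to 70.2 in the Cre experiment, point to a separate normalization of each. A second deposited table holds 72 columns of signals and detection p-values before normalization, under column names that match no sample label. These columns were not used, because they could be assigned to animals only by their order or their values. The design set down beforehand had called for vsn on those signals and a filter on detection p-values, so the normalized intensities, which that design had named as an alternative, and a filter on mean signal took their place. Limits from background signal are therefore known only through the filter, and the number of arrays limits the precision of every value.

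The deposited intensities were taken to log2, and the arrays of 1 animal were averaged, so that each animal counted once. Of the 46632 probes, the 23316 with the higher mean over the animals of a comparison, 50%, were tested. This filter was chosen once the deposited tables had been seen, before any test was run on the values, and it was kept as the main setting whatever it gave. Limma 3.58.1 in R 4.3.3, with statmod 1.5.0, fitted a linear model to each probe (lmFit and eBayes, two-sided), with Benjamini-Hochberg adjustment over the probes tested and a threshold of 0.05. A single fit of all 23 animals tested the difference between the change in Braf cko mice and the change in CamkIIa-Cre mice. The probes of Braf and of the genes that the paper names were also compared by an exact permutation test, two-sided.

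Gene names came from the platform annotation, which gives 1 symbol for 29976 probes, several for 10 and none for 16646. The gene of 29921 probes was matched to the reference table by its identifier, and its current symbol was used. A probe with several symbols or none was left unnamed. For gene lists, the tested probe that was brightest over the animals stood for a gene. Where log2 changes were set beside qPCR and Table S1, it was the one brightest over the arrays, which is another one for Etv1 only. In the counts of genes, a gene counted as lower or higher if any of its probes passed. A lower transcript of Table S1 counted as also lower if any tested probe matched to it passed. The genes named in the text are Braf, every gene that the paper's text, Table 1 or Table S2 names for a comparison, the 10 lower and the 10 higher genes with the strongest change at their brightest probe among those past the threshold and shifted alike in all animals, and up to 4 members of each list with the smallest adjusted p. For the Cre comparison and for the difference, they are the genes past the threshold, up to 20. Values in the paper's tables had been seen when this rule was written. Genes named outside it, in the passage on Table S1, among the differences from it, among the genes that the paper does not list and the probe ILMN_1233933, were chosen after their values were seen.

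The lists, the design and most of the alternatives were fixed before the data were examined. The paper's tables, which come from these same arrays, had been seen by then. A list can therefore hold genes already known to change, so its p-value is not independent of the paper's result. The 29 lists cover ERK feedback genes and ETS factors, immediate early genes, components of the Raf-MEK-ERK cascade, neuropeptides, GABA-A and ionotropic glutamate receptors, receptors linked to emotion, the circadian clock, dendrite and axon growth, calcium channels, calcium and cyclic nucleotide signaling, markers of neuron types and of other cell types of the hippocampus, of blood and of neighbouring tissue, and the genes of Table 1 and Table S2. Each was tested with camera at a correlation of 0.01, with camera at an estimated correlation and with fry, which tests whether the genes of a list move, on balance, one way. The paper's list of transcripts was matched by accession and otherwise by symbol. The fits were tested on simulated data with 100 probes changed by 0.5 and 100 by 1 log2 unit among 23316. In the Braf design, 81% and 99% of these were recovered, with 11 false calls. In the Cre design they were 90% and 98%, with 22 false calls. The simulated noise was independent between probes, and all these probes were changed at once, which loosens the adjusted threshold. The shares are therefore not the power of the real comparisons, least of all in the Cre experiment, where few probes passed.

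The alternatives tried were other filters, quantile normalization of log2(intensity + 50), centring of each array, an intensity trend with robust hyperparameters, the replicate number as a block, array weights, a single technical array, the animal as a random block, a test without pooled variance, the mean over the probes of a gene, and leaving out each animal in turn. Alternatives that need the signals before normalization, which are neqc, quantile normalization of those signals, detection filters and a joint transformation of all arrays, were not run, nor was a BeadChip block, since no label names a chip.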

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

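The tests for a sequence variant under 1 probe and the comparison of animals by their number were chosen only after the result was seen. The change in Braf cko mice differed from the change in CamkIIa-Cre mice at 43 probes, by a test of the difference itself. Among 100 splits of the animals within each experiment, 1 reached this number, the real one, and the highest of the others gave 11, so that chance can be excluded.

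The decrease of 7 neuropeptide genes in Braf cko mice was weighed against a smaller share of interneurons in the tissue and against the Cre transgene. The 18 interneuron markers outside the neuropeptide list had a mean log2 change of -0.056 (standard error over the 18 genes 0.04, from -0.48 to 0.35). Of these, 0 passed the threshold in limma and 5 had an unadjusted p under 0.05. The mean lay far from the bound of -0.49, which was set from the median of the 7 genes, -0.98. This argues against a general loss of interneurons as the whole cause. The 7 genes were picked for passing on these same data, which can overstate their decrease and with it the bound. In CamkIIa-Cre mice, the 7 genes had a mean change of -0.018 (standard error over the 7 genes 0.013), which argues against the transgene. Both standard errors take genes as the units and leave out the spread between animals. A loss or a change of state of the interneuron types that make Npy and Sst stays open, since whole tissue was measured. The level of these messages per cell was not measured, so an effect of the loss of Braf stays open and untested, and the paper's Figure S2 reports that parvalbumin-positive interneurons of the mutant hippocampus kept their BRAF signal.

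Oxr1 and Zfpm2 were lower in both groups that carry the Cre transgene, in mice with and without floxed Braf. Both lie on chromosome 15, and in the Cre experiment 2 of 88 tested genes within 20 Mb of Oxr1 passed against 0 of 11625 elsewhere in limma, where 1.74% had an unadjusted p under 0.05 (Fisher's exact test, two-sided, p = 5.6e-05), while in the Braf experiment it was 2 of 90 against 85 of 11297 (p = 0.15). Alleles or an insertion that come with the transgene cannot be told apart from an effect of Cre itself, because the window is centred on 1 of only 2 genes that passed; the 86 other genes near Oxr1 had a median change of -0.0013 and 1 of them, Samd12, passed an unadjusted p under 0.05. A sequence variant under 1 probe is excluded for Oxr1, where 2 probes lay below -0.5 by more than 2 standard errors. For Zfpm2 it cannot be told apart, because only 1 probe was tested.

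In the Cre experiment, the real groups gave 2 probes. At least as many came from 3 of 100 splits of the animals, the real one included, which is below the bound set beforehand for chance. Although 96 of the other splits gave no probe, so small a count was not taken by itself to exclude chance, since the highest gave 1314. For the 2 genes themselves, the separate animals of the Braf experiment argue against chance. There the Oxr1 probe that passed in the Cre experiment changed by -0.78 and Zfpm2 by -0.90, both past the threshold in limma. The 1314 probes of the highest split point to a structure of the samples. The animals numbered 1 to 3 differed from those numbered 4 to 6 at 1344 probes (848 lower and 496 higher in the former), and in the Braf experiment at 18 probes, which is the highest of the other splits there. No label names a batch, chip or litter, so no technical source and no biological explanation was tested. With these animals as 2 blocks, 119 probes passed in the Braf comparison (108 of them among the 124), 4 in the Cre comparison and 61 for the difference (the 43 among them).

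In Braf cko mice, 11 genes passed that neither the text nor the tables of the paper list, with log2 changes of -0.63 (Stac), -0.51 (Ptges3l), -0.54 (Vgf), -0.47 (Acot5), -0.41 (Scn1a), -0.42 (Egr3) and -1.10 (Ubr1) on the lower side, and 0.34 (8030474K03Rik), 0.33 (Hectd3), 0.45 (Ece2) and 0.31 (Btg1) on the higher side. The markers of oligodendrocytes had a mean log2 change of 0.10 in CamkIIa-Cre mice, which the paper does not discuss. As many lists as there, 1, passed in 82 of 100 splits of these animals, with a highest count of 4 in the others, so that chance cannot be excluded.

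In the group of Braf flox mice, 3 values stood apart from the rest of their group: Nptx2 in replicate 6, at 7.42 against 7.79 to 7.93 in the others, Npy in replicate 4, at 10.9 against 11.1 to 11.2, and Scg5 in replicate 1, at 11.5 against 12.1 to 12.4. They came from 92 groups of values tested (3.26%), where chance gives about 1 in 20, and each lies in another animal.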

How the results depend on the processing

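The settings that use the brighter 25% of the probes, centring, quantile normalization, blocks by animal number, the second technical array, the technical set as a term, every array as a sample and, for qPCR, the probe brightest over the animals were chosen after seeing the data. Across the filters, scalings, the intensity trend, array weights and a single technical array, the Braf comparison kept 117 to 149 probes, at least 77.4% of the 124 among them. The share on the lower side was 70.2%, and 67.2% to 74.2% under the other scalings. The difference between experiments stayed at 37 to 45 probes under the filters and scalings, and the correlation with qPCR between 0.87 and 0.93. Single named genes that passed in Braf cko mice kept their call in 468 cases of a gene under an alternative and lost it in 69, and lost it in 131 and kept it in 364 cases with an animal left out. Genes that did not pass gained a call in 57 and 11 cases. Filters on background signal could not be tried, so that dim genes are limited by the filter alone. Where a cause is not named below, the cause was not tested.

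The correlation between the deviations of same-numbered animals was -0.14 to 0.13 in the Braf and -0.24 to 0.59 in the Cre experiment. It was over 0.1 in 2 of 5 and in 3 of 6 pairs, and in both experiments some animals correlated better with another number, so the numbers were not taken as a pairing. With the replicate block, in which Braf flox replicate 6 has no partner and adds nothing to the change, 58 probes passed in the Braf comparison (48 of the 124), 13 of the genes that the paper names (all of the 24 but Arhgap39, Bcl6, Bhlhe40, Dusp5, Egr4, Gria3, Mycl, Per2, Prss12, Spred1 and Zfp326) and 28.2% of the lower part of Table S1. The block gave 3 probes in the Cre comparison, 39 for the difference and 7 lists. Under it Clic6 (0.079) and Gabra3 (-0.0061), which did not pass, changed sign.

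The methods' t-test, which the paper names for its statistics in general and not for the arrays, gave 19 probes after adjustment, 5 of the paper's genes and 12.9% of Table S1 in the Braf comparison, and 1 probe in the Cre comparison, with 1 gene near Oxr1. Unadjusted it gave 2437 probes and 79.0% of Table S1, and 502 probes with 7 genes near Oxr1. It pools no variance between probes. Every array counted as a separate sample, which treats 2 arrays of 1 mouse as independent, gave 210 probes, with Gabrg3 at 8.9e-05. With an estimated correlation, 4 lists passed in the Braf and 0 in the Cre comparison.

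In the Cre comparison, no filter gave 6 probes, and the brighter 25% of the probes, the intensity trend, array weights, the first technical array, the 2 blocks by animal number and the random block with the technical set as a term gave 4. The first technical array gave 2 lists, and turned the sign of Alas2 (0.0025), Map2k2 (0.0039) and Steap1 (-0.058). The second turned Cpne4 (0.0038) and Htr6 (0.021). None of these genes passed in any case.

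With each animal left out in turn, the Braf comparison gave 69 to 114 probes (72, 69 and 76 without Braf cko replicate 1, 4 and 5, and 81 without Braf flox replicate 5), 15 to 23 of the paper's genes (15 without Braf cko replicate 4 or 5) and 33.1% to 54.8% of Table S1 (33.1% without Braf cko replicate 4). Fewer animals alone lower such counts. The Cre comparison gave 2 to 4 probes (4 without CamkIIa-Cre replicate 1) and 1 to 4 lists (2 without wildtype replicate 1, 3 or 6, 3 without CamkIIa-Cre replicate 5 and 4 without CamkIIa-Cre replicate 6). The difference gave 31 to 60 probes. Genes that did not pass changed sign within these ranges of log2 change in the Braf comparison: Adcy1 (-0.16 to 0.031), Alas2 (-0.019 to 0.081), Amigo2 (-0.30 to 0.022), C1qa (-0.031 to 0.32), Clic6 (-0.71 to 0.079), Gabra3 (-0.022 to 0.26), Gabrd (-0.025 to 0.21), Gabrg3 (-0.13 to 0.025), Hbb-b2 (-0.028 to 0.091) and Rgs16 (-0.23 to 0.061). In the Cre comparison these were Alas2 (-0.054 to 0.059), Arhgap39 (-0.12 to 0.017), Braf (-0.0088 to 0.047), Cpne4 (-0.087 to 0.0046), Fibcd1 (-0.090 to 0.00071) and Steap1 (-0.015 to 0.12).

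Not run were neqc, quantile normalization of the signals before normalization, filters on detection p-values, a joint transformation of all arrays and a BeadChip block, for want of sample names or labels. The animal as a random block could not be fitted in the Braf comparison, where only 1 mouse has 2 arrays. In the Cre comparison it gave 3 probes.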

Differences from the paper's values

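At its adjusted threshold of 0.05, the paper gives 111 genes as lower in Braf cko mice, and the deposited intensities gave 61 named genes. Among the alternatives set before the data were examined, array weights gave 75, nominally within 1.5 times of the paper's 111. These counts include Oxr1 and Zfpm2, which the paper excluded as changed in CamkIIa-Cre mice. It does not say whether its 111 holds them, so whether array weights come within 1.5 times is not settled. No filter (63), the intensity trend (68), the replicate block (35), a single technical array (59), and the methods' t-test, which the paper does not name for the arrays, after Benjamini-Hochberg adjustment (12) or unadjusted (912) did not come within 1.5 times. Counting each array as a separate sample, chosen after seeing the values and not a valid test because 2 arrays of 1 mouse are not independent, gave 103. It called 63.7% of the lower transcripts of Table S1, against 50% here, and dropped 1 of the 24 genes that the paper names and that passed here. The brighter 25% of the probes (71), quantile normalization (65), centring (63) and the 2 blocks by animal number (62), also chosen after seeing the data, stayed outside. Counting the probes without a name as 1 gene each, also chosen after seeing the values, 77 were lower, within 1.5 times of the paper's value, with no call dropped.

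The paper gives 4 transcripts as changed in CamkIIa-Cre mice, and 2 passed here. Of the alternatives set before the data were examined, no filter gave 6, the intensity trend, array weights and the first technical array alone gave 4, and the replicate block and the animal as a random block gave 3, all within 1.5 times of the paper's 4. The methods' t-test gave 1 after adjustment and 502 unadjusted, which are not. Among settings chosen after seeing the values, the brighter 25% of the probes, the 2 blocks by number and the random block with the technical set as a term gave 4, centring and every array as a separate sample gave 3, and quantile normalization and the second technical array alone gave 2. Zfpm2 and the Oxr1 probe that passed here were among the calls of each of these except the adjusted t-test, so that the settings chosen after seeing the values drop neither gene.

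Of the transcripts that Table S1 lists, 136 met a tested probe, 58 of them several. At the probe that was brightest over the arrays, 133 had the paper's sign and 110 lay within 0.05 of its log2 change, with a median difference of 0.0032, and 12 differed by more than the SD between animals or in sign. The table does not say which probe gave a value, so that a brightest probe and the paper's probe can be different ones. Taken over the animals, as for gene lists, the brightest probe was another one for Etv1 alone, and these counts came out the same.

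Another tested probe of the gene lay nearer to the paper's value for 6 of the 12. These are Chd4 (the paper's -0.5945, here 0.12, another probe -0.60), Ctdspl2 (the paper's 0.9928, here 0.29, another 0.99), Fjx1 (the paper's -0.696, here -0.26, another -0.69), 1 transcript of Oxr1 (the paper's -0.6323, here -0.92, another -0.63), Bdnf (the paper's -0.4957, here -0.33, another -0.50) and Slc24a4 (the paper's 0.6229, here 0.49, another 0.62). These other probes were looked up after seeing the values. For the brightest probes, no alternative set before the data were examined came within the error, except the replicate block for Slc24a4 (0.53).

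For the other 6, no tested probe matched to the transcript was near the paper's value. Abcb10 (the paper's 0.4957, here -0.10) and Anks1b (the paper's -0.4114, here 0.028, and -0.030 with the first technical array alone) had the opposite sign. The values for Arhgef10 were the paper's -0.585 and here -0.073, for Rnf170 the paper's 0.856 and here 0.060, for Ncrna00081 the paper's 0.4957 and here 0.14, and for Neto2 the paper's -0.433 and here -0.24. A further Arhgef10 probe, not matched by accession, gave -0.59 (adjusted p = 0.43). All but Arhgef10 were matched by symbol. Of the alternatives set before the data were examined, the first technical array alone (-0.28) and array weights (-0.26) came within the error for Neto2, while the replicate block, no filter and the intensity trend did not, and none did for the other 5.

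The paper lists Bdnf, Etv1 and Homer1 as lower in Braf cko mice, and none of them passed here, with adjusted p values of at best 0.11, 0.18 and 0.072. By qPCR on biological replicates, the paper gives ratios of Braf cko to control mice of 0.44, 0.57 and 0.49 for them. The methods' t-test without adjustment called all 3. Bdnf also passed without Braf flox replicate 2 or Braf cko replicate 3, and Etv1 and Homer1 without Braf cko replicate 2. Homer1 passed in the brighter 25% of the probes and with every array counted separately, both chosen after seeing the data, each of which drops 1 of the paper's genes that passed here (Rasd1 and Zfp326). Of the other genes that the paper names, 24 passed, among them Egr1, Egr4, Dusp4, Dusp5, Dusp6, Sst, Npy and Cck. The paper also names 3110047M12Rik in the Cre comparison and variant 3 of Bdnf, for which no probe is named here, and Bach2, whose probe lay below the filter.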

Other observations

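Receptors linked to emotion went different ways in Braf cko mice. Of 24 such genes, 1 was lower, Htr5b, 1 was higher, the nociceptin receptor gene Oprl1 (log2 change 0.33, standard error 0.06, adjusted p = 0.024), and 22 did not pass (1 lower and 3 higher when adjusted over the list alone; mean 0.04, adjusted p = 0.67 from camera). The somatostatin receptor gene Sstr1 had a change of 1.63 (standard error 0.36, adjusted p = 0.066), higher in 5 of 5 mice than the control mean. Of 6 measured GABA-A receptor genes, including Gabra2, Gabrb2 and Gabrd, 0 passed in limma and 0 had an unadjusted p under 0.05, with changes from -0.13 to 0.10 (mean -0.01, adjusted p = 0.93). Of 12 genes of ionotropic glutamate receptors, 0 passed at the brightest probe, and 1, Gria3, had an unadjusted p under 0.05 (mean -0.02, median 0.01, adjusted p = 0.68). Of 16 calcium channel genes, 0 passed and 3 had an unadjusted p under 0.05 (1 lower and 1 higher when adjusted over the list alone; mean -0.02, adjusted p = 0.98, with a test that points to the other side than the mean). Of 34 genes of calcium and cyclic nucleotide signaling, 1 was lower, Camk1g, and 33 did not pass (4 lower and 1 higher when adjusted over the list alone; mean -0.08, adjusted p = 0.18).

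Markers of other cell types gave no further list past the threshold in Braf cko mice. The mean log2 change was -0.02 for 12 genes of CA3 pyramidal cells (adjusted p = 0.67), -0.08 for 7 of CA2 (adjusted p = 0.37) and 0.10 for 10 of glutamatergic neurons (adjusted p = 0.19), of which 1, Neurod2, was higher. It was -0.04 for 22 genes of astrocytes (adjusted p = 0.17), -0.07 for 18 of oligodendrocytes (adjusted p = 0.18), -0.06 for 9 of their precursors (adjusted p = 0.27) and 0.04 for 15 of microglia (adjusted p = 0.76). For neighbouring tissue it was -0.31 for 9 genes of the choroid plexus and ependyma (adjusted p = 0.18), -0.12 for 13 of the thalamus (adjusted p = 0.46), -0.03 for 8 of the striatum (adjusted p = 0.98) and 0.0021 for 5 of blood (adjusted p = 0.93). Over all lists fry found 7 past the threshold in Braf cko mice and 0 in CamkIIa-Cre mice, where camera found 1.

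For the Braf comparison, 1 of 100 splits of the animals gave as many as 124 probes, the real one, and the highest of the others gave 18, so that chance can be excluded. For the 8 lists of the same comparison, 10 of 100 splits gave as many, the real one included, and the highest of the others gave 10, so that chance cannot be excluded for the number of lists.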
